# Hepatocytic transcriptional signatures predict comparative drug interaction potential of rifamycin antibiotics

**DOI:** 10.1038/s41598-020-69228-z

**Published:** 2020-07-28

**Authors:** Shetty Ravi Dyavar, Timothy M. Mykris, Lee C. Winchester, Kimberly K. Scarsi, Courtney V. Fletcher, Anthony T. Podany

**Keywords:** Pharmacology, Antimicrobials

## Abstract

Current strategies to treat tuberculosis (TB) and co-morbidities involve multidrug combination therapies. Rifamycin antibiotics are a key component of TB therapy and a common source of drug–drug interactions (DDIs) due to induction of drug metabolizing enzymes (DMEs). Management of rifamycin DDIs are complex, particularly in patients with co-morbidities, and differences in DDI potential between rifamycin antibiotics are not well established. DME profiles induced in response to tuberculosis antibiotics (rifampin, rifabutin and rifapentine) were compared in primary human hepatocytes. We identified rifamycin induced DMEs, cytochrome P450 (*CYP*) *2C8*/*3A4*/*3A5*, *SULT2A,* and *UGT1A4*/*1A5* and predicted lower DDIs of rifapentine with 58 clinical drugs used to treat co-morbidities in TB patients. Transcriptional networks and upstream regulator analyses showed *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, *NR3C1* and *RXRα* as key transcriptional regulators of rifamycin induced DMEs. Our study findings are an important resource to design effective medication regimens to treat common co-conditions in TB patients.

## Introduction

Tuberculosis (TB) is a leading cause of morbidity and mortality worldwide^1^ and antibiotic therapy is a major infection-controlling measure in persons with either latent or active TB infection^2^. Human immunodeificency virus (HIV)-TB co-infected persons are susceptible to bacterial, viral, and fungal opportunistic infections (OIs) and moreover, cancer co-exist in more than four percent of active TB patients, which add to morbidity and mortality^3–8^. Concurrent treatment of TB, HIV, OIs and cancer often necessitates polypharmacy, and requires management of drug-drug interactions (DDI) to prevent detrimental treatment outcomes.

Drug-susceptible TB is currently treated with 6 months of daily rifampin therapy, which is combined with other antibiotics such as isoniazid, pyrazinamide, and ethambutol^9^. Additionally, many of the current treatment options for latent tuberculosis infection (LTBI) and prophylactic regimens for TB involve the use of rifampin or rifapentine^9–11^. Rifamycin antbiotics are known to be a common cause of DDIs with co-administered medications via induction of drug metabolizing enzymes (DMEs). Clinical DDI data guide the management of rifamycin DDIs during polypharmacy, but comprehensive clinical DDI data are not available across all rifamycin antibiotics to manage common medication therapies to treat co-morbidities such as HIV and OIs in TB patients^10,11^.

The primary human hepatocyte (PHH) model is a gold standard to unravel potential DDIs through expression profiling of genes encoding enzymes and transporters that alter drug metabolism^12^. In this process, the application of highly sensitive next generation sequencing (NGS) technology determines changes in extremely low DME transcript copy numbers expressed in PHHs to understand their role in metabolism and disposition of drugs interacting with rifamycins. Then, transcriptomic data obtained in NGS is used in a downstream systems pharmacology approach to identify novel targets, which allows better understanding of potential DDIs and prediction of effectiveness of a drug regimen during co-prescription of medications^13–16^.

Several potential DDIs associated with rifamycins remain unaddressed. First, studies utilizing NGS to profile rifamycin responsive genes (RGs) to predict clinical DDI outcomes have not been conducted. Second, data available on rifampin associated DDIs are complex due to in-vitro data generation in alternative hepatic cell line models and seldom in PHHs^17^. While translatability of these alternative hepatocyte models to PHHs is unclear, complexity is further increased when PHHs were derived from volunteers who were exposed to alcohol, tobacco, and medications which may have a direct influence on DME profiles and thereby potential DDI inferences^18,19^. Finally, no comparative study has been performed on transcriptional responses of rifampin, rifabutin, and rifapentine in PHHs to examine and compare independent and integrated gene signatures, underlying pathways, networks, and metabolic programs, which are key molecular events underlying rifamycin mediated DME expression and associated DDIs.

In response to these key knowledge gaps, we applied NGS in tandem with systems pharmacology tools to determine DME expression profiles in metabolically active PHHs derived from three healthy (drug/tobacco/alcohol free) volunteers in response to rifampin, rifabutin, and rifapentine. We have identified integrated transcriptional signatures of rifamycin drugs and pathways that regulate drug metabolism, networks of genes, and transcriptional programs regulating drug metabolism. This information was used to predict outcomes of potential DDIs with rifamycins and drugs used to treat HIV, cancer, and other common disease states in TB patients.

## Results

### Rapid metabolism of rifapentine in PHHs among rifamycins

PHH associated rifamycin intracellular concentrations (geometric mean) at 72 h post equimolar treatment were: rifabutin (879.1 ± 211.7, mean (ng/million cells) ± standard deviation (SD)), rifampin (519.5 ± 39.4) and rifapentine (10.57 ± 1.1) (Fig. 1). Metabolite to parent (Cm/Cp) ratios of rifampin, rifabutin, and rifapentine to 25-O-desacetyl rifampin (des-rifampin), 25-O-desacetyl rifabutin (des-rifabutin), and 25-O-desacetyl rifapentine (des-rifapentine) metabolites were 0.09, 0.10 and 48.93, respectively (Fig. 1). Results were consistent among three lots of PHHs derived from three independent healthy donors who were free of drug, tobacco, alcohol, and medicine usage (demographic details are listed in Table S1). These results show that in PHHs, rifampin and rifabutin have higher intracellular concentrations than rifapentine due to its rapid metabolism to antimicrobially active des-rifapentine.

**Figure 1:**
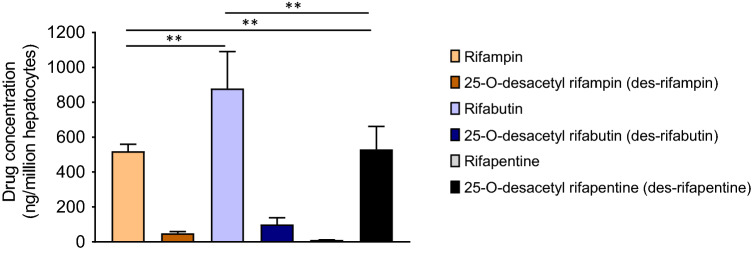
Bioavailability of parent rifampin, rifabutin, and rifapentine drugs and their des-metabolites in primary human hepatocytes (PHHs). PHHs derived from healthy donors were independently treated with rifamycin antibiotics (10 µM) for 72 h. Intracellular concentration of parent to metabolites (Cp/Cm) were quantified using liquid chromatography tandem mass spectrometry (LC/MS) analysis and drug concentration per million PHHs are shown.

### Transcriptomic analysis identified integrated gene signatures of rifamycins in PHHs

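PHHs are liver cells taken from donors and kept in culture. Cultures of 3 donors were left untreated or kept for 72 h with methanol (0.0025%, the vehicle), rifampin, rifabutin or rifapentine, which gives 5 conditions with 1 replicate per donor. The paper and the deposited treatment protocol give the dose as 10 µM, whereas the sample tags give it as 10 mM. RNA of each culture was sequenced in 2 technical replicates, 30 libraries in total. The deposited values are the authors' counts of reads per gene for 33293 entries, on hg19 according to the submitters' processing notes, although the methods describe normalized FPKM values from Strand NGS. Total counts per library ran from 3988902 to 5274513, with a median of 4753398. Technical replicates differed by no more than sampling noise (chi-square per degree of freedom 0.979 to 1.02 over 15 pairs), so their counts were summed. The sums ran from 8405071 to 9257342 per culture with vehicle and from 9346164 to 10489900 without treatment. With rifampin they ran from 8013227 to 10341005, with rifabutin from 8281547 to 10049259 and with rifapentine from 9569885 to 10505951. In the deposited rifapentine comparison, 2 columns of the vehicle held the counts of another replicate, and that replicate's own columns were taken from the other comparisons. Of the 12 cultures outside the vehicle group, 2 lay nearest the vehicle culture of another replicate. The counts of 1 pair of different replicates within a condition differed little (chi-square per degree of freedom 1.82, against 17.2 or more for the other 14 such pairs), which leaves 3 independent replicates in that condition in doubt, and an n of 3 counts the replicates as labelled. Sums were scaled by TMM and compared by edgeR's quasi-likelihood test, 3 replicates against 3. The test did not pair the cultures of a donor, so it counted differences between donors as spread. It passed fewer transcripts than fits with the donor as a block. A transcript was taken as higher or lower at the thresholds the paper states, an unadjusted p under 0.05 and an FC above 1.5, and is said to have passed. Ranges given with a log2 FC or a log2 difference are 95% intervals of that test.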

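Rifabutin altered the most transcripts, 409 higher and 467 lower than with vehicle among 13772 tested. With rifampin 72 were higher and 74 lower among 13817, and with rifapentine 82 were higher and 106 lower among 13924. With rifabutin the mucin gene MUC13 fell by a log2 FC of 4.13 and the metallothionein gene MT2A fell by 2.68. MBL2, a lectin that starts the complement cascade, rose with rifampin by 3.19 and with rifabutin by 2.89. EFEMP1, which encodes a matrix glycoprotein, rose with rifapentine by 1.99, and APOA4, an apolipoprotein, fell by 2.81. Methanol altered few transcripts against untreated cultures, 7 higher and 1 lower, among them AMZ1 at 0.89 and DOCK11 at -0.74. Of these 8, 0 passed again when any 1 replicate was left out. No transcript passed a Benjamini-Hochberg adjusted p under 0.05 from edgeR with any of the 3 drugs or with the vehicle. At an unadjusted p under 0.05 alone the counts were 296 with rifampin, 1526 with rifabutin, 431 with rifapentine and 12 with the vehicle, and DESeq2 gave 14, 140, 8 and 0 transcripts at an adjusted p under 0.05. The 3 replicates of a group did not overlap those of the vehicle for 6.70% of transcripts with rifampin, 16.9% with rifabutin and 8.73% with rifapentine, where chance gives 10% if the 6 samples are unrelated. With the shared donors that share is too high as a reference, and vehicle against untreated cultures gave 1.94%. When the donor was added as a block, 516 transcripts passed with rifampin, 1414 with rifabutin and 76 with the vehicle. Without replicate 1 the counts were 85 with rifampin, 230 with rifabutin and 5 with the vehicle, and without replicate 2 they were 232, 1405 and 20. Without replicate 3, 326 passed with rifapentine and 1 with the vehicle. Without the samples nearest another replicate, 382 passed with rifabutin and 87 with rifapentine.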

Transcriptomic analysis showed that a number of rifapmin, rifabutin, and rifapentine associated transcripts were significantly (*p* < 0.05) altered (> 1.5 fold change [FC]) 619 (1.53%), 1811 (4.47%), and 526 transcripts (1.3%), respectively in PHHs as compared to vehicle (methanol, 0.0025%) treated controls (Figure S1A, S1B and S1C). Since rifabutin and rifapentine are structural analogues of rifampin, which was originally modified from rifamycin B, we have predicted expression of a unique set of integrated transcripts with similar expression patterns in all rifamycins or in pairs (rifampin and rifabutin, rifabutin and rifapentine, and rifampin and rifapentine). We performed a venn diagram analysis and identified 126 transcripts (0.31%) that were significantly regulated by all rifamycin drugs and constitute an integrated gene signature (Fig. 2A and B). 

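At these thresholds 53 transcripts passed with all 3 rifamycins, 20 higher and 33 lower, and 0 in opposite directions. Among the 20 higher, EPHX1, the microsomal epoxide hydrolase, had log2 FCs of 1.56 with rifampin, 1.93 with rifabutin and 0.88 with rifapentine. AKR1D1, the steroid reductase of bile acid synthesis, had 2.48, 1.40 and 1.45 in the same order, and SLC5A12, a lactate transporter, had 2.95, 3.75 and 1.79. Among the 33 lower, the transcription factor FOS fell by 1.44, 1.93 and 1.68, and the zinc finger factor KLF4 fell by 1.50, 1.02 and 0.98. NR4A1, an orphan nuclear receptor, fell by 1.05, 0.82 and 0.91, and IGFBP1, a liver protein that binds insulin-like growth factors, fell by 1.68, 1.38 and 1.87. Independent lists of these sizes would share 0.00999 higher and 0.0189 lower transcripts among the 13563 tested with all 3. The comparisons share the vehicle cultures, and unchanged groups simulated against them 20 times shared 30.6 transcripts (20 to 41) as independent samples and 1 (0 to 3) as cultures of the same donors. The simulated lists held 406, 405 and 404 transcripts per drug as independent samples and 27.2, 25.9 and 26.0 as cultures of the same donors. As the observed lists held 146, 876 and 188, the simulated overlaps are not a direct reference. Neither of them holds the drugs' effects, so part of the overlap may come from the shared vehicle. With the donor as a block 92 were shared (simulated 21.8, 15 to 30). Without replicate 1, 10 were shared, and EPHX1 (1.39 and 0.59), IGFBP1 with rifabutin (-1.12) and NR4A1 (-0.88, -0.51 and -0.71) were among those lost. AKR1D1 did not pass with rifabutin or rifapentine without replicate 1 (1.19 and 1.38) or replicate 2 (1.25 and 1.11), nor KLF4 without replicate 2 (-0.94 and -1.06). Against untreated cultures, 12 of the 20 higher and 25 of the 33 lower transcripts passed with all 3 drugs.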

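Rifampin and rifabutin shared 96 transcripts, 43 higher and 53 lower, which is 65.8% of those past the thresholds with rifampin and 11.0% of those with rifabutin. SLC51B, which encodes a subunit of the bile acid exporter of the basolateral membrane, was among them, with log2 FCs of 1.69 and 1.21. Rifabutin and rifapentine shared 79, 37 higher and 42 lower, or 9.02% and 42.0%. TLR3, a receptor for double-stranded RNA, was higher with both, at 1.12 and 0.63. Rifampin and rifapentine shared 66, 24 higher and 42 lower, or 45.2% and 35.1%. These included the lipid droplet gene PLIN2, which fell by 1.00 and 0.97, and the chemokine gene CCL2, which rose by 1.24 and 0.82. Independent lists would share 1.90 higher and 2.50 lower transcripts in the first pair, 2.14 and 3.53 in the second and 0.366 and 0.567 in the third. Unchanged groups simulated against the shared vehicle gave means of 85.6, 82.8 and 84.5 as independent samples. As cultures of the same donors they gave 3.05, 2.50 and 3.45. For rifampin, rifabutin and rifapentine the simulated lists held 406, 405 and 404 transcripts in the first case and 27.2, 25.9 and 26.0 in the second. The observed lists held 146, 876 and 188, so the simulated overlaps cannot be compared directly with the observed ones. With that block the pairs shared 333, 124 and 113 transcripts, and the simulated means were 57.7, 55.6 and 60.5. Without replicate 1 they shared 31, 23 and 20, and without replicate 2 the first pair shared 153 and the second 144. Without replicate 3 the second pair shared 121. SLC51B passed with rifabutin in no set of 2 replicates (1.07 to 1.41), TLR3 failed without replicate 1 (0.83 and 0.49), and CCL2 with rifapentine and PLIN2 with rifampin failed there too (0.92 and -0.77).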

A total of 368 transcripts in rifampin (59.45%) and rifabutin (20.32%), 209 in rifabutin (11.54%) and rifapentine (39.73%), and 168 in rifampin (27.14%) and rifapentine (31.93%) were altered at the transcriptional level in their combinatorial responses in PHHs (Fig. 2B). Interestingly, a total of 20.3% of total rifampin, 6.9% of rifabutin, and 23.9% of rifapentine regulated differentially expressed genes were contributing to the integrated rifamycin gene signature (Fig. 2B). These results showed that < 4.5% of whole transcriptomic changes overlap among the rifamycins and that the responsive transcriptomes contain a large number of transcripts that are characteristically regulated by each rifamycin in PHHs.

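Across 13620 transcripts, log2 FCs with rifampin and rifabutin had a Pearson correlation of 0.742, and 754 of the 1022 transcripts past the thresholds with any drug passed with rifabutin alone. The correlation was 0.419 for rifabutin and rifapentine and 0.549 for rifampin and rifapentine, across transcripts, which are not independent replicates. With 1 replicate left out these ran from 0.225 to 0.761 and from 0.337 to 0.795, against 0.620 to 0.801 for rifampin and rifabutin. The ranges overlap, so the order of the pairs is not settled. Unchanged groups against a shared vehicle also correlate, at 0.508 for the first pair. The covariance, to which a shared control adds a fixed amount, was 0.106 for rifampin and rifabutin, against 0.0702 simulated as independent samples and 0.0395 as cultures of the same donors. For rifabutin and rifapentine it was 0.0606 against 0.0712 and 0.0390, and for rifampin and rifapentine 0.0501 against 0.0714 and 0.0397. By their labels the cultures shared donors, as in the second reference, though 2 samples lay nearest another replicate. Each covariance lay above that second reference. A direct test found 123 transcripts higher and 168 lower with rifabutin than with rifampin among 14451 tested. DNAJB9, a chaperone of the endoplasmic reticulum, had the smallest p in that test and alone an adjusted p under 0.05, at a log2 difference of 1.21 (95% interval 0.92 to 1.50, adjusted p = 0.0350 from edgeR with Benjamini-Hochberg adjustment). Its adjusted p was 0.0541 with the donor as a block and 0.448 or more without 1 replicate. Between rifapentine and rifampin 14 were higher and 38 lower with rifapentine. ALPI, an intestinal alkaline phosphatase, differed most in level, at -3.90 (-5.12 to -2.67, adjusted p = 0.190 from edgeR). Between rifapentine and rifabutin 308 were higher and 244 lower with rifapentine. Fitted with the donor block, these counts were 253 and 339, 57 and 127, and 676 and 588. Without replicate 1 they were 56 and 45, 56 and 43, and 130 and 110, so the first and the second no longer leaned to lower. Without replicate 2 the first test gave 365 and 314 and the second 22 and 18, and without replicate 3 the second gave 26 and 50 and the third 464 and 258.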

**Figure 2:**
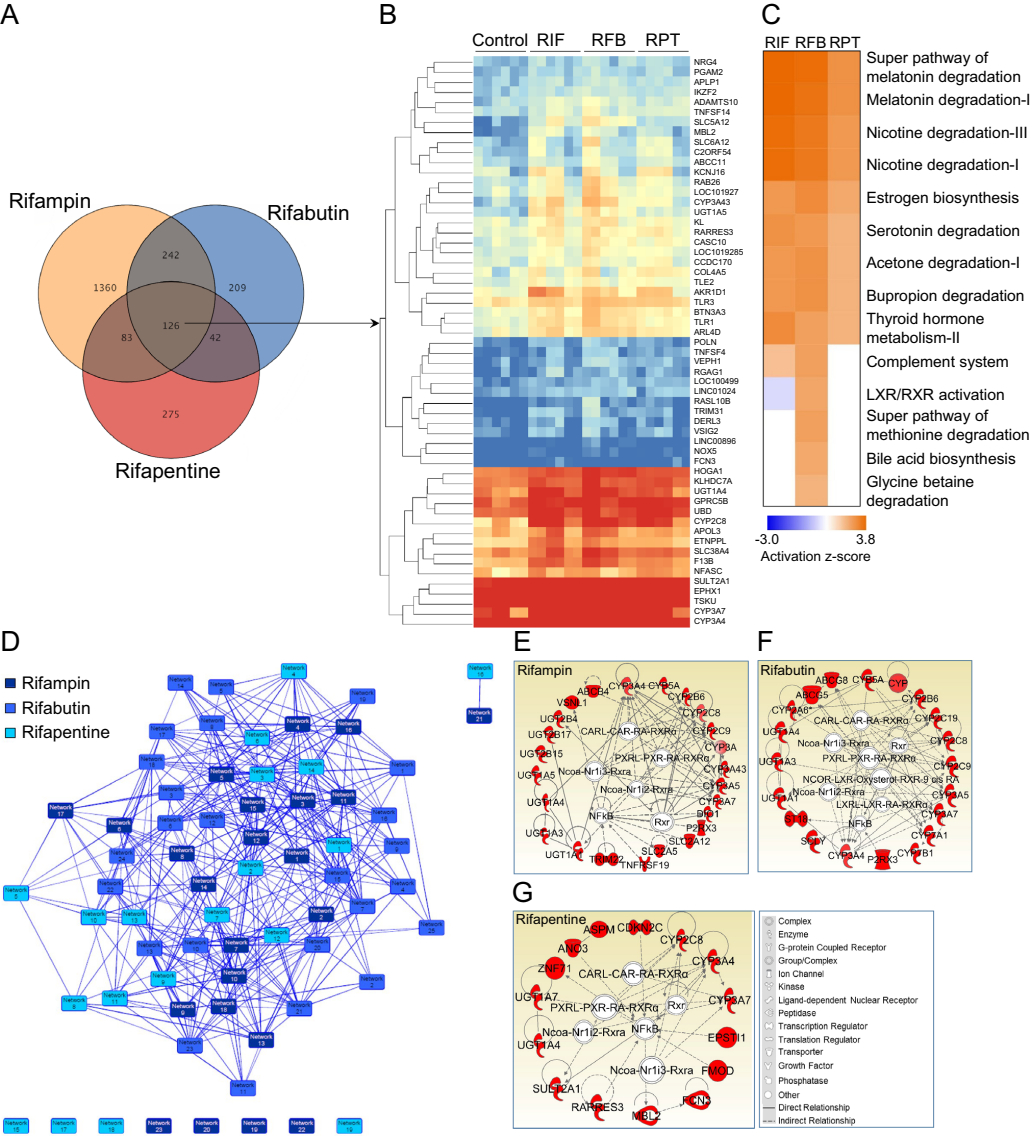
Integrated gene signature of rifamycin antibiotics and pathways induced in PHHs in response to 10 µM of rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) treatment. (**A**) Rifampin, rifabutin, and rifapentine responsive transcripts either uniquely, combinedly, or uniformly regulated among rifamycins in PHHs are shown. (**B**) Heat map shows a total of 126 transcripts that are uniformly regulated among rifamycins, and transcripts were organized based on their level of mRNA expression. (**C**) Biological and metabolic pathways significantly (< 0.01 p value, 0.1 ratio) regulated based on a list of up regulated transcripts in response to rifampin, rifabutin, and rifapentine in PHHs as compared to controls are shown. (**D**) Interactive transcriptional networks of rifampin, rifabutin, and rifapentine responsive genes regulated in PHHs following drug treatments. **(E**) Drug metabolism networks (DMNs) of drug metabolizing enzyme (DME) transcripts specifically induced by rifampin, (**F**) rifabutin, and (**G**) rifapentine built using ingenuity pathway analysis software are shown. Red color indicates the up regulation of a transcript. Transcription factors regulating the expression of drug metabolism genes are shown in the center of the network.

### DME profiles in rifamycin responsive PHHs predict lower drug interaction potential of rifapentine

Rifamycin responsive PHH transcriptomes consisted of distinct sets of DMEs. A total of 19 cytochrome P450 genes (CYPs) were induced by rifamycins, and *CYP2A1* was the only down regulated CYP transcript post rifabutin treatment (Table 1). In this analysis, four CYPs, *CYP2C8*, *3A4*, *3A7,* and *3A43*, were integral to all rifamycin responses. 

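Of the cytochrome P450 genes with enough counts to test, 5 of 36 were higher with rifampin, 7 of 37 with rifabutin and 2 of 37 with rifapentine, and 0 were lower. The median log2 FC of the class was 0.28, 0.58 and 0.01. Rifabutin raised CYP7B1, a hydroxylase of oxysterols, by 0.88 and CYP2E1, which oxidizes ethanol and paracetamol, by 1.90. With rifampin CYP2E1 had a log2 FC of 0.32 and with rifapentine 0.78, and neither passed. Without replicate 1 neither CYP7B1 (0.58) nor CYP2E1 (0.51) passed with rifabutin, and CYP2E1 did not pass under the donor block. The Table 1 entry CYP2A1 carries the gene ID of CYP1A1, an oxidase of aromatic hydrocarbons. CYP1A1 had a log2 FC of -0.85 with rifabutin (-2.83 to 1.13), -0.18 with rifampin (-2.04 to 1.67) and -0.22 with rifapentine (-1.75 to 1.32), and did not pass. It passed with rifabutin under the donor block, and it also passed there with the vehicle against untreated cultures, at -0.86. That fit gave 12 higher genes with rifampin, 13 with rifabutin and 4 with rifapentine. Adjusted over the list alone, 0 of them passed from edgeR with any drug.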

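CYP2C8, which metabolizes paclitaxel and repaglinide, passed with all 3 rifamycins. Its normalized count (CPM) was 16.1 ± 14.2 with vehicle (SD, n = 3), 349 ± 405 with rifampin, 342 ± 233 with rifabutin and 89.1 ± 49.2 with rifapentine. The log2 FCs were 4.45 (1.59 to 7.30), 4.42 (2.23 to 6.61) and 2.45 (0.70 to 4.20). Rifapentine minus rifampin was -1.99 (-4.24 to 0.25) and rifapentine minus rifabutin -1.97 (-4.21 to 0.27), and both differences passed under the donor block and without replicate 3 (-2.11 and -2.03). CYP3A43, a minor member of the CYP3A locus, rose with rifampin by 2.32 (0.36 to 4.28) and with rifabutin by 3.07 (1.09 to 5.05), and had 1.47 with rifapentine (-0.26 to 3.21). CYP3A7, the form of the fetal liver, had 2.02 (-1.19 to 5.23), 1.79 (-1.30 to 4.89) and 1.45 (-1.78 to 4.68), and did not pass with any of them. CYP3A7 and CYP3A43 passed with all 3 drugs under the donor block. CYP3A genes are near-identical copies whose reads can be shared, so the split between them is uncertain. Without replicate 1 CYP2C8 did not pass with rifapentine (1.73), nor CYP3A43 with rifampin (2.03), which also failed without replicate 3 (2.56).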

*CYP3A4*, a key DME known to regulate the metabolism of a large number of drugs, followed a FC pattern, rifapentine (6.8) < rifampin (16.7) < rifabutin (25.5) (Table 1). 

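CYP3A4, the main drug oxidase of the liver, had a normalized count (CPM) of 473 ± 515 with vehicle (SD, n = 3). It reached 3094 ± 2169 with rifapentine, 7337 ± 5637 with rifampin and 10847 ± 7472 with rifabutin, and was higher than with vehicle in 3 of 3 replicates for each drug. The log2 FCs were 2.68 (0.24 to 5.12), 3.96 (1.34 to 6.57) and 4.52 (1.91 to 7.13), which are FCs of 6.41, 15.5 and 22.9. Tested directly, rifabutin minus rifampin was 0.57 (-1.7 to 2.84). Rifapentine minus rifampin was -1.27 (-3.57 to 1.03) and rifapentine minus rifabutin -1.84 (-4.17 to 0.50). In that fit, which has no block, all 3 intervals contain 0 and reach differences of several fold. Under the donor block rifapentine was lower than rifampin (-1.27) and than rifabutin (-1.93). Without replicate 1, CYP3A4 passed with rifabutin only (3.64), and had 3.54 with rifampin and 1.94 with rifapentine.

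**Figure D1:**
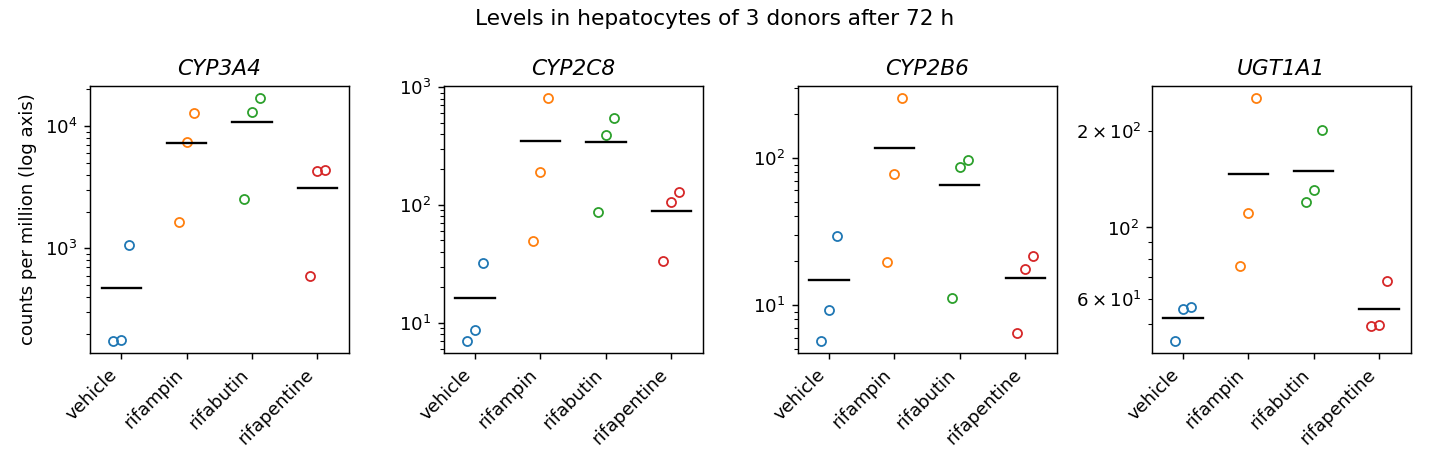
Normalized counts (CPM, log axis) of CYP3A4, CYP2C8, CYP2B6 and UGT1A1 in PHHs with vehicle, rifampin, rifabutin or rifapentine. Open circles are the 3 replicates of a group and black lines their means, which for CYP3A4 lie at 473, 7337, 10847 and 3094.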

Among UDP-glucose-glycoprotein glucosyltransferases (UGTs), 1A4 and 1A5 were induced by rifamycins, *UGT1A1* and *1A3* by rifampin and rifabutin, while others were unique to individual rifampin and rifapentine treatment (Table 1). 

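UGT1A4, which glucuronidates lamotrigine and other amines, rose with rifampin by a log2 FC of 1.96 (0.74 to 3.19) and with rifabutin by 1.98 (0.60 to 3.36). With rifapentine it had 0.54 (-0.59 to 1.66), and rifapentine was lower than rifampin by -1.42 (-2.74 to -0.10) and than rifabutin by -1.44 (-2.77 to -0.12). UGT1A5, a low-abundance form, rose with rifampin from a CPM of 0.151 to 1.85, a log2 FC of 3.53 (2.36 to 4.70), and its counts with rifabutin and rifapentine were too low for a test against vehicle. Tested between drugs, UGT1A5 was lower with rifapentine than with rifampin by -3.15 (-4.06 to -2.24, adjusted p = 0.177 from edgeR with Benjamini-Hochberg adjustment). UGT1A3, which acts on bile acids, had 0.86, 1.22 and 0.42 with rifampin, rifabutin and rifapentine and did not pass, whereas under the donor block it passed with rifampin and rifabutin. UGT1A9, which clears propofol, rose with rifapentine by 0.75, and had 0.32 with rifampin and 0.55 with rifabutin. UGT2B4 had 0.69 with rifampin and passed only under that block. UGT1A forms share all exons but the first, so reads can be assigned to the wrong form and single forms are uncertain. Without replicate 2, UGT1A4 did not pass with rifampin (1.37) or rifabutin (1.94), nor did its differences from rifapentine, of which that from rifabutin also failed without replicate 1 (-1.01) and without the samples nearest another replicate (-0.89), and UGT1A9 did not pass with rifapentine (0.50).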

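ABCB1, the efflux pump P-glycoprotein, rose with rifampin by a log2 FC of 1.15 (0.41 to 1.88), and had 0.60 with rifabutin (-0.02 to 1.22) and 0.47 with rifapentine (-0.08 to 1.01). It was lower with rifapentine than with rifampin by -0.68 (-1.29 to -0.06), a difference that did not pass without replicate 1 or without replicate 3. Without replicate 1 the rise with rifampin did not pass either (1.11), and under the donor block ABCB1 also passed with rifabutin. ABCC2, which exports conjugates into bile, rose with rifampin by 0.62, and ABCC6, whose loss lets tissue calcify, rose with rifabutin by 0.78. APOL3, an apolipoprotein of the cytoplasm, rose with rifabutin by 1.40 (0.08 to 2.73), and had 1.19 with rifampin (-0.30 to 2.69) and 0.55 with rifapentine (-0.35 to 1.45). ABCC11, an exporter of lipophilic anions, had 0.61 with rifampin, 1.30 with rifabutin and 0.95 with rifapentine and did not pass. Both APOL3 and ABCC11 passed with all 3 drugs under the block. ABCB4, the phospholipid floppase of the canaliculus, had 1.06, 1.38 and -0.76, and passed only with rifabutin under the block. Of 38 ABC transporter genes tested, 2 were higher with rifampin, 2 with rifabutin and 0 with rifapentine by edgeR, or 7, 6 and 1 with the block, and 0 passed when adjusted over the list alone. Without replicate 1, ABCC2 (0.65), ABCC6 (0.43) and APOL3 (0.83) did not pass. ABCC6P1 and ABCC7, now named CFTR, had too few counts for a test.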

Among non-CYP classes of genes that regulate drug metabolism, rifamycin induced ATP binding cassette protein (*ABCC*) *11*, apolipoprotein (*APOL*) *3*; rifampin and rifabutin induced ATP binding cassette subfamily B, member 1 (*ABCB1*), *ABCB4*, *ABCC6P1, ABCC7,* and all others were unique to rifamycins (Table S2). Among 56 solute carrier family proteins (*SLCs*), expression of *SLC6A12* and *38A4* were induced, and *42A3* was down regulated by all rifamycins (Table S2). These data showed that rifamycins induced a large number of metabolism-associated genes, but only 6.28% (12 out of 191) of transcripts were integral to all rifamycins, while others were unique to each of the rifamycin drug responses. 

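RHCG, the ammonium channel listed as SLC42A3, changed by a log2 FC of -0.96 with rifampin (-1.65 to -0.28), -1.84 with rifabutin (-3.32 to -0.37) and -0.84 with rifapentine (-1.34 to -0.35). SLC6A12, a transporter of betaine and GABA, rose with rifabutin by 2.44 (0.30 to 4.58) and with rifapentine by 1.60 (0.08 to 3.11), and had 1.34 with rifampin (-0.57 to 3.24). SLC38A4, which carries neutral amino acids, rose with rifabutin by 1.41 (0.40 to 2.41) and with rifapentine by 0.71 (0.01 to 1.41), and had 0.76 with rifampin (-0.31 to 1.82). Under the donor block SLC6A12 and SLC38A4 also passed with rifampin. Without replicate 1, RHCG did not pass with rifampin (-0.82) or rifapentine (-0.72), SLC6A12 with rifapentine (1.98), nor SLC38A4 with rifabutin (0.80) or rifapentine (0.44). Without replicate 2, RHCG (-1.96) and SLC6A12 (2.69) did not pass with rifabutin. Among all solute carriers, 4 of 221 were higher with rifampin, 18 of 222 with rifabutin and 5 of 226 with rifapentine, and 0, 7 and 0 were lower. Of 22 hepatic drug transporters listed beforehand, 3 were higher with rifampin (ABCB1, ABCC2 and SLC51B) and 3 with rifabutin (ABCC6, SLC47A1 and SLC51B), and 6 and 7 with the block. SLC47A1, which exports cations such as metformin into bile, rose with rifabutin by 0.91 (0.54 without replicate 1, which did not pass). No member of either list passed from edgeR when adjusted over the list alone.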

Expression profiles of *CYP3A4* and other DME transcripts described above showed that rifapentine may have lower DDI potential among rifamycins. Table 1 summarizes the FC of associated DME genes in response to individual rifamycin drug treatment.

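Of the enzymes and transporters in Table 1, 69 were tested with all 3 drugs, and 48 of them (69.6%) had their lowest log2 FC with rifapentine. The lowest was with rifabutin for 14 and with rifampin for 7, and the highest with rifabutin for 42. Without replicate 1 the highest was with rifampin for 30 and with rifabutin for 28, while without replicates 2 and 3 rifabutin kept 50 and 40. Medians over all replicates were 0.48 with rifampin, 0.86 with rifabutin and 0.12 with rifapentine. In 53 of 69 genes the value was lower with rifapentine than with rifampin, and in 53 lower than with rifabutin (exact 2-sided sign test over genes, p = 9.1e-06 for each, which treats genes as independent). Table 1 was drawn from these samples, with most of its values for rifabutin, so its genes are not independent evidence of this order. Of 51 cytochrome P450 and UGT genes taken by name alone, 35 were lowest with rifapentine. Many of the 51 stand in Table 1 too, and all were measured in the same samples, so they are no independent check. In 44 of the 69 Table 1 genes the value was lower with rifampin than with rifabutin (exact sign test, p = 0.0295). Without replicate 1 this order was lost, with 32 of 69 (exact sign test, p = 0.63). Without replicate 3 it held in 43 of 69 (exact sign test, p = 0.053), and without replicate 2 in 52 of 68. Among the 51 genes taken by name it held in 30 (exact sign test, p = 0.26). Without replicate 2 the order of rifapentine and rifampin was lost, with 33 of 68 genes lower with rifapentine (exact sign test, p = 0.904), while 53 of 68 stayed lower than with rifabutin. The share lowest with rifapentine was then 36.8%. With the vehicle columns as deposited for rifapentine, which repeat another replicate, it was 29.4%. There 30 of 68 genes were lower than with rifampin and 42 lower than with rifabutin (exact sign test, p = 0.396 and 0.068). The median with rifapentine was then 0.567, against 0.476 with rifampin and 0.849 with rifabutin. Of 30 values that Table 1 gives for rifampin, 26 had a test, 26 had the same direction and 13 passed both thresholds. Of 69 for rifabutin the numbers were 61, 60 and 25, and of 26 for rifapentine they were 16, 16 and 7. Under the donor block 25, 44 and 10 passed. Of the Table 1 genes past the thresholds with each drug, 13, 25 and 8, only 6, 11 and 0 still passed without replicate 1. Genes of other families that passed included ALDH1L1, a folate enzyme, with rifabutin at a log2 FC of 0.99, SULT1A2 with rifampin at 1.02 and AKR1B1, the aldose reductase, with rifapentine at 1.29. Without replicate 1 none of these 3 passed (0.38, 0.58 and 1.62), and ALDH1L1 did not pass with the donor block (0.99). From these FC patterns the paper proposes that rifapentine has the lowest potential for drug-drug interactions among the 3 rifamycins.

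**Figure D2:**
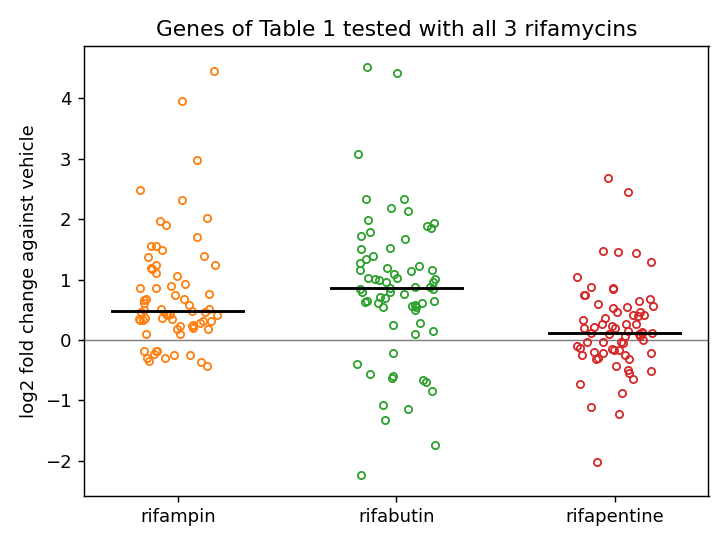
log2 FC against vehicle (vertical axis) of 69 enzymes and transporters of Table 1 with rifampin, rifabutin and rifapentine. Each circle is 1 gene and black lines are the medians of 0.48, 0.86 and 0.12.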

**Table 1:** Drug metabolizing enzymes (DMEs) significantly (> 1.5 fold change and < 0.05p value) regulated in response to rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) at 10 μM in primary human hepatocytes (PHHs) as compared to vehicle (methanol, 0.0025%) treated controls. NCBI gene IDs are shown under the column ID#.

Gene	RIF	RFB	RPT	ID#	Gene	RIF	RFB	RPT	ID#	Gene	RIF	RFB	RPT	ID#	Gene	RIF	RFB	RPT	ID#
***Drug metabolizing enzymes (DMEs) ***																			
**I. Oxidative Phase I enzymes**					*B. Monoamine oxidases (MAOs)*					*H. Glutathione peroxidases (GPXs)*					*N. Alkaline phosphatases (ALPs)*				
*A. Cytochrome P 450 enzymes (CYPs) *					MAOB		1.7		4,129	GPX2	2.1			2,877	ALPI	15.6			248
CYP2A1		− 1.7		1543	*C. Aldehyde dehydrogenases (ALDHs)*					*I*.* Carboxypeptidases*					ALPL		2.4		249
CYP2A6	3.5	5.2		1548	ALDH1A2			2.0	8,854	SCPEP1		1.8	1.5	59,342	*O. N-acetyltransferases (NATs)*				
CYP2A7	2.6	5.0		1549	ALDH1L1		4.7	3.1	10,840	CPA4		− 3.2		51,200	NAA15		− 1.5		80,155
CYP2A13	4.2	5.9		1553	ALDH3A1		1.7		218	CPO		1.7		130,749	SAT2		1.5		112,483
CYP2B6	6.1	3.7		1555	ALDH5A1		1.5		7,915	CPVL		1.6	1.9	54,504	*P. Amino acid conjugating enzymes*				
CYP2B7P	3.6	3.5	5.1	1556	ALDH6A1		1.8		4,329	*J. Endopeptidases*					ACSL4		− 2.2		2,182
CYP2C8	13.5	18.1		1558	ALDH8A1		2.4		64,577	PHEX		1.5		5,251	ACSL6		1.8		23,305
CYP2C9	2.7	4.3		1559	**II. Reductive phase I DMEs**					**IV. Conjugative phase II DMEs**					ACSM1		3.1		116,285
CYP2C19		1.8		1557	*D. Aldo–keto reductases (AKRs)*					*K. UDP glucuronosyl transferases (UGTs)*					ACSM2A	1.8	3.1		123,876
CYP2S1			2.0	29,785	AKR1B1	1.9		2.7	231	UGT1A1	2.5	2.9		54,658	ACSM2B		2.8		348,158
CYP2W1		2.1		54,905	AKR1D1	4.5	2.2	2.2	6,718	UGT1A3	1.8	2.0		54,659	ACSM3		2.4		6,296
CYP3A4	16.7	25.5	6.8	1576	AKR1A1		1.5		10,327	UGT1A4	3.6	3.5	1.5	54,657	ACSS1		2.1		84,532
CYP3A5	2.6	3.7		1577	AKR1B10		− 3.7		57,016	UGT1A5	6.2	5.5	2.1	54,579	GLYAT		3.1		10,249
CYP3A7	6.2	7.3	3.3	1551	AKR1B15		− 2.5	− 3.0	441,282	UGT1A8			1.8	54,576	LPCAT4		− 1.6		254,531
CYP3A43	5.8	9.1	3.1	64,816	AKR1C6P		3.1		389,932	UGT1A9			1.6	54,600	LRAT		1.9		9,227
CYP4V2		1.7		285,440	AKR7A2P1			1.7	246,182	UGT1A10			1.5	54,575	*Q. Methyl Transferases (MTs)*				
CYP7A1		9.4		1581	*E. Quinone reductases*					UGT2B4	1.6			7,363	AS3MT		1.5		57,412
CYP7B1		1.6		9,420	NQO1		− 2.5		1728	UGT2B15	2.2			7,366	BHMT		3.4	1.6	635
CYP11A1		1.8	1.7	1583	**III. Hydrolytic Phase I DMEs**					UGT2B17	2.3			7,367	DOT1L		− 1.5		84,444
CYP21A1P	1.5			1,590	*F. Epoxide hydrolases (EPHXs)*					*L. Sulfotransferases (SULTs)*									
Other Cytochrome transcripts					EPHX1	2.7	3.2	1.7	2052	SULT2A1	2.5	3.8	2.1	6,822	HNMT		1.6		3,176
CYBA			2.2	1535	*G. Aminopeptidases*					SULT4A1			2.0	25,830	METTL7A		1.5		25,840
CYB5A	2.2	1.6		1528	ENPEP		1.9		2028	*M. Glutathione S-transferases (GSTs)*					METTL7B		− 1.5		196,410
CYB5D2		1.5		124,936	ERAP1		1.7		51,752	GSTM2	1.7	2.0		2,946	NNMT		− 2.3		4,837
CYB5RL		1.7		606,495	ASPRV1	1.8			151,516	GSTT2B			1.7	653,689	TRMT10A		− 1.6		93,587
CYBRD1			1.9	79,901	MASP1	1.5	2.5		5,648										

### Lower interaction potential of rifapentine with therapeutics used to treat HIV, cancer and other co-morbidities in TB patients

One of the major objectives of our study was to identify potential interactions of rifamycins with drugs used to treat common comorbidities in TB patients. In this process, DME expression profiles from the list of rifamycin-RGs were an important resource to predict clinical DDIs. The most important qualitative features of NGS are (i) sequence accuracy and (ii) gene features, including, coding (exon), non-coding (intron), intergenic, and untranslated regions. RNA profiles of our study samples showed near to 100% perfect index reads and maintained similar exon and intron sequences among replicates of rifampin, rifabutin, rifapentine treated and control (methanol and untreated) samples (Figures S2 and S3), which confirmed their quality and improved confidence in our data. With the disease and function annotation analysis tool in ingenuity pathway analysis software, we predicted the interaction of rifamyins with 58 FDA-approved drugs. Among these drugs, 17 were used to treat HIV, 10 to treat cancer, one to treat malaria and two to treat fungal infections (Table 2). Among anti-HIV drugs, protease inhibitors, including, atazanavir, darunavir, fosamprenavir, lopinavir, saquinavir, tipranavir, and the non-nucleoside reverse transcriptase inhibitor, rilpivirine, and pharmacokinetic enhancers, cobicistat and ritonavir, are all readily metabolized by hepatic *CYP3A4* (Table 2). Based on CYP3A4 regulation, we have identified a comparative DDI pattern of rifapentine < rifampin < rifabutin (Table 2). 

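UGT1A1, the enzyme that conjugates bilirubin, rose with rifampin by a log2 FC of 1.49 (0.43 to 2.55) and with rifabutin by 1.53 (0.98 to 2.08). With rifapentine it had 0.07 (-0.34 to 0.48). Rifabutin minus rifampin was 0.04 (-0.79 to 0.88), which leaves room for a difference in either direction. UGT1A1 was lower with rifapentine than with rifampin by -1.42 (-2.27 to -0.56) and than with rifabutin by -1.46 (-2.31 to -0.61). Without replicate 2 the difference from rifampin was -0.69 and still passed. The exons it shares with other UGT1A forms leave its counts uncertain.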

Rifampin and rifabutin induced UGT1A1, which is involved in raltegravir and abacavir metabolism (Table 2) with a comparative DDI pattern, rifapentine < rifampin < rifabutin. Multiple DMEs are involved in the major metabolism of many antiretroviral drugs, including dolutegravir, elvitegravir, efavirenz, etravirine, and nevirapine (Table 2), based on deducibility, rifapentine may have lower drug interaction potential as compared to rifampin and rifabutin when used in combination with these antiretrovirals. 

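CYP2B6, which metabolizes efavirenz and nevirapine, rose with rifampin by a log2 FC of 2.98 (0.48 to 5.48). It had 2.13 with rifabutin (-0.05 to 4.32) and 0.01 with rifapentine (-1.63 to 1.65). Rifapentine was lower than rifampin by -2.97 (-5.27 to -0.67) and stood -2.12 from rifabutin (-4.36 to 0.12). Fitted with the block, CYP2B6 also passed with rifabutin and was lower with rifapentine than with rifabutin. CYP2C19, which acts on etravirine, had 0.33 (-1.22 to 1.87), 0.27 (-1.02 to 1.57) and -0.49 (-1.61 to 0.62) and passed with no drug. Without replicate 1 CYP2B6 did not pass with rifampin (2.95). The difference of CYP2B6 between rifapentine and rifampin passed neither without replicate 1 (-3.53) nor without replicate 2 (-1.82). CYP2B6 has a near-identical pseudogene, CYP2B7P, and reads of the pair cannot be separated with certainty.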

Disease and function annotation analysis predicted interaction of rifamycins with other drugs used to treat multiple diseases in TB patients (Table 3). These data summarize the DDI potential of rifamycins and indicate a lower interaction potential of rifapentine among rifamycins.

**Table 2:** Predicted drug-drug interaction (DDI) potential of rifamycin antibiotics with therapeutics used to treat HIV, fungal, malarial parasitic infections and cancer in tuberculosis patients.

Interacting drugs	Drug metabolizing enzymes induced during treatment			DDI pattern
	Rifampin (RIF)	Rifabutin (RFB)	Rifapentine (RPT)	
**Antiretroviral Drugs (ARVs)**				
ARV Category I: Integrase Strand Transfer Inhibitors (INSTIs)				
Dolutegravir	CYP3A4, UGT1A1	CYP3A4, UGT1A1	CYP3A4	RPT < RIF < RFB
Bictegravir	CYP3A4, UGT1A1	CYP3A4, UGT1A1	CYP3A4	RPT < RIF < RFB
Elvitegravir	CYP3A4, UGT1A1, UGT1A3	CYP3A4, UGT1A1, UGT1A3	CYP3A4	RPT < RIF < RFB
Raltegravir	UGT1A1	UGT1A1		RPT < RIF < RFB
ARV Category II: Non-nucleoside Reverse Transcriptase Inhibitors (NNRTIs)				
Efavirenz	CYP2A6, 2B6	CYP2A6, 2B6, 2C19		RPT < RIF < RFB
Etravirine	CYP3A4, 2C9	CYP3A4, 2C9, 2C19	CYP3A4	RPT < RIF < RFB
Nevirapine	CYP3A4, 2B6	CYP3A4, 2B6	CYP3A4	RPT < RIF/RFB
Rilpivirine	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
ARV Category III: Nucleoside Reverse Transcriptase Inhibitors (NRTIs)				
Abacavir	UGT1A1	UGT1A1		RPT < RIF < RFB
ARV Category IV: Protease Inhibitors (PIs)				
Atazanavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Darunavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Fosamprinavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Lopinavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Saquinavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Tipranavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
ARV Category IV: Entry Inhibitors (EIs)				
Maraviroc	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
ARV Category V: Pharmacokinetic enhancers (PK boosters)				
Cobicistat	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
Ritonavir	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Antifungals**				
Terbinafine	CYP2B6, 2C8, 2C9, 3A4, 3A5	CYP2B6, 2C19, 2C8, 2C9, 3A4, 3A5	CYP2C8, 3A4	RPT < RIF < RFB
Voriconazole	CYP2C9,CYP3A5	CYP2C9,CYP2C19,CYP3A5	-	RPT < RIF < RFB
**Antimalarials**				
Quinine	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Anticancer Drugs**				
Beta-estradiol	CYP3A4, 3A5, 3A7	CYP3A4, 3A5, 3A7	CYP3A4, 3A7	RPT < RIF < RFB
Cyclophosphamide	CYP2A6, 2B6, 2C8, 2C9, 3A4	CYP2A6, 2B6, 2C19, 2C8, 2C9, 3A4	CYP2C8, 3A4	RPT < RIF & RFB
Docetaxel	CYP3A4, 3A5	CYP3A4, 3A5	CYP3A4	RPT < RIF < RFB
Etoposide	CYP2C9, 3A4, 3A5	CYP2C9, 3A4, 3A5	CYP3A4	RPT < RIF < RFB
Ifosfamide	CYP2A6, 2B6, 2C8, 2C9, 3A4	CYP2A6, 2B6, 2C19, 2C8, 2C9, 3A4	CYP2C8, 3A4	RPT < RIF & RFB
Omeprazole	CYP2A6, 2C9, 3A4	CYP2A6, 2C19, 2C9, 3A4	CYP3A4	RPT < RIF < RFB
Paclitaxel	CYP2B6, 2C8, 3A4, 3A5	CYP2B6, 2C8, 3A4, 3A5	CYP2C8, 3A4	RPT < RIF & RFB
Tamoxifen	CYB5A, CYP2B6, 2C9, 3A4, 3A5; UGT2B15	CYP5A, 2B6, 2C19, 2C9, 3A4, 3A5	CYP3A4	RPT < RIF & RFB
Thalidomide	CYP2C9, 3A5	CYP3A5		RPT < RIF < RFB
Tretinoin	CYP2B6, 2C8, 2C9, 3A4, 3A5, 3A7	CYP2B6, 2C8, 2C9, 3A4, 3A5, 3A7, RDH16, ALDH8A1	CYP2C8, 2S1, 3A4,3A7	ND

Abbreviations: CYP, cytochrome P450; UGT, UDP glucuronosyl transferase; RDH16, Retinol dehydrogenase 16 and ALDH8A1, aldehyde dehydrogenase 8 family member A1 and ND, not determined.

**Table 3:** Predicted Drug-Drug Interactions (DDIs) of rifamycins with therapeutics used to treat various illnesses in TB patients.

Interacting drugs	Drug metabolizing enzymes induced during treatment			Predicted DDI pattern
	Rifampin (RIF)	Rifabutin (RFB)	Rifapentine (RPT)	
**Anti-inflammatory drugs**				
Indomethacin	**-**	CYP2C19, CYP2C9	**-**	RPT < RIF < RFB
Colchicine	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Anti-diabetic drugs**				
Tolbutamide	CYP2C8, 2C9, 3A5	CYP2C8, 2C9, 2C19, 3A5	CYP2C8	RPT < RIF < RFB
**Immunosuppressive drugs**				
Sirolimus	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Antiarrhythmic drugs**				
Amiodarone	CYP2C8, 3A4, 3A5	CYP2C8, 2C19, 3A4, 3A5	CYP2C8, 3A4	RPT < RIF < RFB
Lidocaine	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Antihypertensive drugs**				
Verapamil	CYP2C8, 3A4, 3A5	CYP2C8, 3A4, 3A5	CYP2C8, 3A4	RPT < RIF < RFB
**Antidepressant drugs**				
Bupropion	CYP2B6, 3A4	CYP2B6, 3A4	CYP3A4	RPT < RIF < RFB
Imipramine	CYP2B6, 3A4, UGT1A4	CYP2B6, 2C19, 3A4, UGT1A4	CYP3A4, UGT1A4	RPT < RIF & RFB
Morphine	CYP2C8, 3A4	CYP2C8, 3A4	CYP2C8, 3A4	RPT < RIF < RFB
**Anticonvulsant drugs**				
Carbamazepine	CYP2C8, 3A4, 3A5, 3A7	CYP2C8, 3A4, 3A5, 3A7	CYP2C8, 3A4, 3A7	RPT < RIF < RFB
**Antipsychotic drugs**				
Haloperidol	CYP3A4, 3A5	CYP3A4	CYP3A4	RPT < RIF < RFB
**Antisedative drugs**				
Midazolam	CYP2B6, 3A4, 3A5	CYP2B6, 3A4, 3A5	CYP3A4	RPT < RIF & RFB
Triazolam	CYP3A4, 3A5	CYP3A4, 3A5	CYP3A4	RPT < RIF < RFB
Alprazolam	CYP3A4, 3A5	CYP3A4, 3A5	CYP3A4	RPT < RIF < RFB
Diazepam	CYP2B6, 2C9, 3A4, 3A5	CYP2B6, 2C19, 2C9, 3A4, 3A5	CYP3A4	RPT < RIF & RFB
**Vasodilators**				
Sildenafil	CYP2C9, 3A4	CYP2C9,CYP3A4	CYP3A4	RPT < RIF < RFB
**Analgesics**				
Methadone	CYP2B6, 2C8, 2C9, 3A4	CYP2B6, 2C8, 2C9, 2C19, 3A4	CYP2C8, 3A4	RPT < RIF & RFB
Ibuprofen	CYP2C8, 2C9	CYP2C8, 2C9, 2C19	CYP2C8	RPT < RIF < RFB
**Sedatives**				
Midazolam	CYP2B6, 3A4, 3A5	CYP2B6, 3A4, 3A5	CYP3A4	RPT < RIF/RFB
Triazolam	CYP3A4, 3A5	CYP3A4, 3A5	CYP3A4	RPT < RIF < RFB
Alprazolam	CYP3A4, 3A5	CYP3A4, 3A5	CYP3A4	RPT < RIF < RFB
Diazepam	CYP2B6, 2C9, 3A4, 3A5	CYP2B6, 2C19, 2C9, 3A4, 3A5	CYP3A4	RPT < RIF & RFB
**Orexogenic drugs**				
Dronabinol	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Adrenocortical insufficiency treating drugs**				
Hydrocortisone	CYP3A4, 3A5, FOXA1	CYP3A4	CYP3A4	RPT < RIF < RFB
**Lipid-lowering drugs**				
Fluvastatin	CYP2C8, 2C9, 3A4	CYP2C8, 2C9, 3A4	CYP2C8, 3A4	RPT < RIF < RFB
Simvastatin	CYP2C9, 3A4	CYP2C9, 3A4	CYP3A4	RPT < RIF < RFB
Pravastatin	CYP3A4	CYP3A4	CYP3A4	RPT < RIF < RFB
**Hormonal drugs**				
Testosterone	CYP3A4, 3A5	CYP3A4	CYP3A4	RPT < RIF < RFB
**Generalized anxiety disorder (GAD) treated drugs**				
Escitalopram	CYP3A4	CYP2C19, 3A4	CYP3A4	RPT < RIF < RFB
**Smoking cessation aiding drugs**				
Nicotine	CYP2A6, 2B6	CYP2A6, 2B6		RPT < RIF & RFB

CYP, cytochrome P450 and UGT, *UDP* glucuronosyl transferase.

### Rifamycins are strongest but selective stimulants of drug metabolism pathways in PHHs

A total of 327, 441, and 297 pathways were induced in response to rifampin, rifabutin, and rifapentine treatment in PHHs respectively. Of these, activated biological pathways, 9 (2.75%), 13 (2.94%), and 7 (2.35%) were found to be significant at *p* = 0.01, 0.1 ratio and 2.0 Z score. In this, seven pathways were stimulated by all rifamycins (Fig. 2C). 

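SULT2A1, which adds sulfate to steroids and bile acids, had a CPM of 212 ± 102 with vehicle, 500 ± 124 with rifampin, 763 ± 150 with rifabutin and 444 ± 124 with rifapentine (SD, n = 3). Its log2 FCs were 1.24 (0.21 to 2.27), 1.85 (0.85 to 2.85) and 1.04 (0.01 to 2.06). No difference between the drugs passed for SULT2A1, with rifabutin minus rifampin at 0.62 (-0.22 to 1.45), rifapentine minus rifampin at -0.20 (-1.03 to 0.63) and rifapentine minus rifabutin at -0.81 (-1.65 to 0.02). The rise with rifapentine did not pass without replicate 1 (0.56), 2 (1.19) or 3 (1.41), nor that with rifampin without replicate 1 (0.85). Of the genes of nicotine and melatonin degradation in Table S3, 8 of 18 were higher with rifampin, 7 of 17 with rifabutin and 3 of 17 with rifapentine. Their median log2 FCs were 1.44, 1.53 and 0.41. The study chose these genes on the same samples, so the 5, 6 and 0 that passed when adjusted over the list alone are not independent evidence. With the donor block 15, 13 and 4 were higher.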

Interestingly, several of the activated drug metabolizing pathways involved *CYP2C8*, *3A4*, *3A7*, *UGT1A4*, *1A5*, and sulfotransferase family 2A member 1 (*SULT2A1*) DMEs as key modulators (Table S3 and S4), which are also part of the integrated rifamycin transcriptional signature (Fig. 2B and Table S3). While rifampin-RGs independently regulated the serotonin degradation pathway, rifabutin-RGs stimulated several metabolic pathways, such as degradation of glycine, betaine, and methionine and bile acids biosynthesis as shown in Table S4. 

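DIO1, which activates thyroid hormone, rose with rifampin by a log2 FC of 1.21 (0.36 to 2.06) and with rifabutin by 1.27 (0.56 to 1.98), and had 0.94 with rifapentine (-0.14 to 2.02). It belongs to the serotonin degradation genes of Table S4, of which 4 of 8 were higher with rifampin, 4 with rifabutin and 1 with rifapentine. BHMT, which methylates homocysteine with betaine, rose with rifabutin by 2.19 (0.18 to 4.19), and DMGDH, which breaks down dimethylglycine, rose by 1.38 (0.03 to 2.73). These were 2 of 4 genes of glycine betaine degradation, and 0 passed with rifampin or rifapentine by edgeR without the donor block. Under the block BHMT also passed with rifapentine. In methionine degradation CBS, the cystathionine synthase, rose with rifabutin by 0.79, the methionine adenosyltransferase MAT1A by 0.80 and the cysteine dioxygenase CDO1 by 1.22. There 4 of 6 genes were higher with rifabutin and 1, CDO1 at 0.93, with rifampin. In bile acid biosynthesis, AMACR, a racemase of side chain oxidation, rose by 0.62, 0.82 and 0.61 with rifampin, rifabutin and rifapentine, and SLC27A5, which activates bile acids, rose with rifabutin by 1.38. There 3 of 5 genes were higher with rifampin, 4 with rifabutin and 3 with rifapentine. Without replicate 1 these rises with rifabutin did not pass for BHMT (1.40), DMGDH (0.76), CBS (0.54), MAT1A (0.39), CDO1 (0.72) or SLC27A5 (0.69), nor did DIO1 with rifampin (0.65) or AMACR with rifampin (0.46) and rifapentine (0.45). AMACR did not pass with rifapentine when the donor was a block (0.57). As Table S4 was drawn from these samples, its lists are not independent evidence. In serotonin degradation 3 genes passed with rifampin and 4 with rifabutin when adjusted over the list alone, and in methionine degradation 2 with rifabutin. The donor block gave 8 higher genes of serotonin degradation with rifampin.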

Even in down regulated pathways, rifabutin inhibited 9 cell signaling and 2 metabolic pathways, including geranyl diphosphate and cholesterol biosynthesis (Figure S4 and Table S5). 

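MVD, which makes isopentenyl diphosphate, fell with rifabutin by a log2 FC of 0.78, FDPS, the farnesyl diphosphate synthase, fell by 0.74 and the isomerase IDI1 fell by 0.71. HMGCS1, the first enzyme committed to the mevalonate pathway, fell by 1.01 with rifabutin, by 0.87 with rifampin and by 0.75 with rifapentine. These are the 4 geranylgeranyl diphosphate genes of Table S5, of which 4 were lower with rifabutin, 2 with rifampin and 1 with rifapentine. Of 25 cholesterol synthesis genes listed before the data were examined, 5 were lower with rifabutin, 2 with rifampin and 1 with rifapentine, with medians of -0.38, -0.39 and -0.45. When adjusted over the list alone, 1 of them passed with rifabutin. Among the signaling lists of Table S5, rifabutin lowered 15 of 30 integrin genes, 16 of 26 actin cytoskeleton genes, 10 of 21 ILK genes and 14 of 21 ERK/MAPK genes. It lowered 8 of 14 PI3K/AKT genes and 7 of 14 HGF genes. BCAR1, an adaptor at focal adhesions, fell by 0.95, ITGA2, the collagen receptor subunit, fell by 1.62 and BMP2 fell by 0.81. As these lists were chosen on the same samples, they are not independent evidence. With rifabutin 3 integrin, 11 actin, 6 ILK and 12 ERK/MAPK genes passed when adjusted over the list alone, and the donor block gave 25 lower integrin and 17 lower ILK genes. Without replicate 1, HMGCS1 (-0.80), FDPS (-0.61) and IDI1 (-0.66) did not pass with rifabutin.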

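In the same Table S5 lists, CAPN8, a calpain, fell with rifampin by a log2 FC of 1.33 and with rifapentine by 1.10. ETS2, a target of ERK signaling, fell by 0.69 and 0.74, and CREB5 fell by 0.84 and 0.66. With rifampin 2 of 30 integrin genes and 5 of 23 ERK/MAPK genes were lower, and with rifapentine 1 and 4. Of 23 actin cytoskeleton and YAP target genes listed from general knowledge before the data were examined, 10 were lower with rifabutin. Among them were VIM, the intermediate filament vimentin, which fell by 1.64, and the matricellular gene CYR61, which fell by 1.00. Table S5 lists VIM and CYR61 too, so this count is not independent of genes the study chose on these samples. The median of the 23 genes was -0.66, and 0 passed from edgeR with rifampin or rifapentine, where the medians were -0.12 and -0.01. Of 19 integrin and matrix genes listed likewise, 4 were lower with rifabutin, among them TGM2, a transglutaminase that cross-links matrix, which fell by 1.83. Without replicate 1, 0 of the 10 actin and YAP target genes passed, TGM2 (-1.42) did not, nor did CAPN8 (-0.83), and CREB5 (-0.44) with rifapentine, and adjusted over the list alone 0 of either list passed. A test of whether each list moves one way on balance (limma's fry) gave an adjusted p of 0.144 for both with rifabutin. KRT19, a marker of bile duct cells, fell with rifabutin by 2.68, 1 of 6 such markers past the thresholds, with a median of -0.19, and of 4 markers of macrophages 1, the scavenger receptor CD163, was lower (-1.14), with a median of -1.26.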

Rifampin and rifapentine did not significantly inhibit any pathways and showed their distinction from rifabutin regulatory transcriptional pathways. These results showed that rifamycins strongly stimulate drug metabolic pathways in PHHs involving *CYP2C8*, *3A4*, *3A7*, *UGT1A4*, *1A5,* and *SULT2A1* as key regulators.

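Of 25 target genes of the receptors PXR and CAR, listed before the data were examined, 12 were higher with rifampin, 9 with rifabutin and 4 with rifapentine, and 0 were lower by edgeR. Besides CYP2C8, CYP3A4 and SULT2A1, the higher members included ALAS1, the first enzyme of heme synthesis, with rifampin at a log2 FC of 1.21. Median log2 FCs of the list were 1.21, 1.22 and 0.32. From edgeR 8 genes passed with rifampin when adjusted over the list alone, 8 with rifabutin and 0 with rifapentine, where 4 had an unadjusted p under 0.05 with an FC above 1.5. Limma's camera, with a preset correlation of 0.01 between genes, gave the list an adjusted p = 8.1e-29 with rifampin, whereas with an estimated correlation no list passed (adjusted p = 0.138 with rifampin, 0.176 with rifabutin and 0.437 with rifapentine). By limma's fry its adjusted p was 0.402 with rifampin, 0.130 with rifabutin and 0.716 with rifapentine. Without replicate 1, 4 of the 12 passed with rifampin and 0 of the 4 with rifapentine. Under the donor block 16 were higher with rifabutin.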

### Interactive transcriptional drug metabolism networks predict the role of *NCOA*, *NF-KB, NR1I2*, *NR1I3 and RXRα* transcription factors in regulation of DMEs in rifamycin responsive PHHs

A tightly regulated gene network is dedicated to perform a specific function in drug responsive cellular transcriptomes. From a network analysis of rifampin, rifabutin, and rifapentine regulatory DME profiles, we found 23 rifampin, 25 rifabutin, and 19 rifapentine gene networks are operated in PHHs following their independent treatments (Fig. 2D). In rifamycin responsive gene networks, 1 through 18 rifampin, all of rifabutin, and 1 through 14 rifapentine regulated networks were dedicated to cell signaling and drug metabolism functions. Among transcriptomic networks, rifampin, rifabutin, and rifapentine responsive 2nd, 6th, and 10th networks were specifically associated with drug metabolism.

These drug metabolism networks (DMNs) involve ≤ 24 DMEs; *CYP2C8*, *3A4*, and *3A7*; *UGT1A4* and *1A5* were integral to these networks (Fig. 2E–G). No common transcripts were found in either rifabutin and rifapentine or rifampin and rifapentine combinedly regulated networks. However, both rifampin and rifabutin regulated DMEs, including, *CYP2A6*, *2B6*, *2C9*, *3A5*, *UGT1A1*, *1A5*, and *P2RX3* in DMNs (Fig. 2E and F). These data demonstrate the distinction of rifapentine from rifampin and rifabutin functional responses in PHHs and also suggest rifapentine may have lower DDI potential with drugs metabolized by these transcripts. 

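CYP2A6, which oxidizes nicotine, rose with rifabutin by a log2 FC of 2.33 (0.49 to 4.17), and had 1.91 with rifampin (-0.25 to 4.06) and 0.55 with rifapentine (-0.91 to 2.02). Under the donor block it passed with rifampin too, and without replicate 1 it did not pass with rifabutin (1.35). CYP2A6 was lower with rifapentine than with rifabutin by -1.77 (-3.53 to -0.01), a difference that did not pass once any 1 of the replicates was left out. CYP3A5, an oxidase close to CYP3A4 in its substrates, had 1.05 with rifampin (-1.88 to 3.99), 1.13 with rifabutin (-1.5 to 3.77) and -1.23 with rifapentine (-3.19 to 0.74). It passed with rifampin and rifabutin, and not with rifapentine, under the block. Reads shared within the CYP3A locus leave its level uncertain. P2RX3, a channel gated by ATP, had too few counts for a test with any drug.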

Along with more than one rifamycin antibiotic regulated genes, drug metabolizing networks had a set of genes that were unique to each of the rifamycin drugs in their DMNs (Fig. 2E–G). DMNs have provided valuable data on rifamycin regulated *NCOA*- *NR1i2*/*NR1i3*-*RXRα*; *RXR*; *NF-KB*; *NR1I2L*-*NR1I2*-RA-*RXRα* transcription factor (TF) axes controlling the expression of downstream DME targets involved in drug metabolism (Fig. 2E–G). Along with above results, rifampin and rifabutin together controlled DMN through downstream *NR1I3L*-*NR1I3*-RA-*RXRα* TF axis, and rifabutin regulated DMN was specifically controlled by *NCOR*-*LXR*-Oxysterol-*RXR*-9-Cis RA TF axis (Fig. 2E, F). These data conclude that more than 14 rifamycin responsive transcriptional networks are operated by key TFs, *NR1I2*, *NR1I3* (*NR1I3*), *NCOA*, *RXRα* and *NF-KB*, which control DME expression in DMNs of rifamycin responsive PHH transcriptomes.

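Transcripts of the transcription factors named in these networks did not pass the thresholds. The paper infers the part of these factors from networks of their target genes, which the factors' own transcript levels do not test. NR1I2, the xenobiotic receptor PXR, had log2 FCs of -0.18 with rifampin, 0.35 with rifabutin and -0.07 with rifapentine. NR1I3, the constitutive androstane receptor, had -0.13, 0.07 and 0.02, and their partner RXRA had -0.01, 0.40 and 0.03. The coactivator NCOA1 had 0.05, 0.09 and 0.02, and NFKB1, a subunit of NF-kB, had 0.05, -0.15 and -0.08. Of 11 regulators the study names, 0 passed with any drug in edgeR's test, with or without the donor as a block.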

### Upstream regulator analysis of rifamycin responsive genes predict *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, *NR3C1,* and *RXRα* as key regulators of metabolic programs in PHHs

Further validation of TF axes involving *NCOA, NF-KB, NR1I2*, *NR1I3* and *RXRα* was performed using the upstream regulator analysis (URA) tool in IPA. In this analysis, we allocated rifamycin-RGs containing DMEs and drug transporters as target genes of TFs, which may control their mRNA expression. URA predicted *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, *NR3C1*, and *RXRα* TFs are potentially involved (< 0.05 *p* and > 2.0 z score), and each regulated more than 10 DMEs and drug transporter targets from the list of rifamycin-RGs (Table 4 and Table S6). 

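For the factors predicted here beyond those of the networks, transcript levels did not pass either. The paper's prediction rests on target genes, so these levels do not test it. HNF4A, a receptor that keeps hepatocytes differentiated, had log2 FCs of 0.16 with rifampin, 0.37 with rifabutin and 0.13 with rifapentine. FOXA3, a forkhead factor of liver and gut, had -0.14, 0.00 and -0.64, and NR3C1, the glucocorticoid receptor, had 0.01, 0.08 and -0.01. Of the 11 genes that Table S6 lists as FOXA3 targets, 3 were higher with rifampin, 4 with rifabutin and 3 with rifapentine, with medians of 1.24, 1.45 and 0.69. Among the higher members were CYP2C8 and CYP3A4 with each drug, BHMT with rifabutin and AKR1B1 with rifapentine. With the donor as a block further members passed, among them CYP3A7 with each drug and CYP3A5 with rifampin and rifabutin. As Table S6 was drawn from these samples, its lists are not independent evidence.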

Based on z (> 1.0) and p value (< 0.01) based measures, all rifamycin drugs significantly activated rifamycin-RGs controlled by *NR1I3*, whereas both rifampin and rifabutin-RGs were targets of *HNF4α*, *NR1I2*, *NR3C1*, and *RXRα* and showed higher specificity to control rifabutin-RG targets (Table 4 and Table S6). *NR1I3* heterodimerizes with *RXRα* and regulates a distinct set of metabolic genes in hepatocytes. 

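TMPRSS2, a membrane serine protease, rose with rifabutin by a log2 FC of 0.77 among the genes listed as NR1I3 targets in Table S6. Of 19 such genes tested, 10 were higher with rifampin, 9 with rifabutin and 4 with rifapentine. CYP2C8, CYP3A4, EPHX1 and SULT2A1 were the 4 past the thresholds with rifapentine. Median log2 FCs were 1.24, 1.45 and 0.42, and 10, 9 and 0 genes passed when adjusted over the list alone. The donor block gave 18 higher genes with rifabutin. The study chose this list on the same samples, so its counts are not independent evidence.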

In our dataset, we found 20 rifamycin-RGs as *NR1I3* targets and 1 (5%) was induced by rifampin, 5 (25%) by rifabutin, 8 (40%) by both rifampin and rifabutin, 1 (5%) by both rifabutin and rifapentine, and 5 (25%) by all rifamycins (Table 4 and Table S6). In the liver, *HNF4α* and *NR1I2* are specifically expressed to higher levels. In our dataset, *HNF4α* was predicted to regulate 145 rifamycin-RG targets, and in this analysis 10.3% rifampin (15 genes), 56.5% rifabutin (82 genes), and 9.6% rifapentine (14 genes) were specific to individual rifamycins, and 13.1% to rifampin and rifabutin (19 genes), 2.7% to rifabutin and rifapentine (4 genes), and 7.5% to all rifamycins (11 genes) (Table S6). 

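F13B, a subunit of coagulation factor XIII, rose with all 3 drugs among the HNF4A targets of Table S6, by a log2 FC of 1.80 with rifampin, 1.91 with rifabutin and 1.06 with rifapentine. FETUB, a secreted protease inhibitor, rose by 1.56, 1.85 and 0.99, and AGXT2L1, which breaks down phosphoethanolamine, by 2.14, 1.69 and 0.97. SSR2, a subunit of the translocon of the endoplasmic reticulum, rose with rifabutin by 0.83. Of 132 targets tested, 16 were higher with rifampin and 52 with rifabutin, and of 131 tested with rifapentine 10 were higher, while 0 were lower by edgeR with any drug. Median log2 FCs were 0.45, 0.77 and 0.22. The numbers that passed when adjusted over the list alone were 1, 19 and 0, and with the donor block 46, 85 and 16 were higher. Since the targets were chosen on these samples, such counts are not independent evidence. FETUB did not pass with any drug without replicate 1 (1.63, 0.93 and 0.74), nor AGXT2L1 with rifapentine (0.82).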

Notably, the *NR1I2* receptor bound to rifampin, rifabutin, and rifapentine and induce expression of its target genes. 

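Of 23 genes that Table S6 lists as NR1I2 targets and that were tested, 9 were higher with rifampin, 8 with rifabutin and 3 with rifapentine, and 0 were lower by edgeR. Those past the thresholds with rifapentine were CYP2C8, CYP3A4 and SULT2A1, and PDIA4, a disulfide isomerase of the endoplasmic reticulum, passed with rifabutin at a log2 FC of 0.93. Medians of the list were 1.10, 1.22 and 0.40. From edgeR 5, 6 and 0 passed when adjusted over the list alone, and the donor block gave 19 higher genes with rifabutin and 5 with rifapentine. These counts are not independent evidence, because the list was drawn from the same samples. Without replicate 1 PDIA4 did not pass (0.56).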

A total of 22 rifamycin-RGs were identified as *NR1I2* targets in our dataset, including 10 regulated by rifabutin (45.4%), 7 by both rifampin & rifabutin (31.8%), 1 by both rifabutin and rifapentine (4.5%), and 5 by all rifamycins (22.7%) (Table S6). *NR1I2* heterodimerizes with *RXRα* to regulate expression of a unique set of metabolic genes. 

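PCK2, the mitochondrial PEP carboxykinase, rose with rifabutin by a log2 FC of 1.05, and KLF9, a factor induced by glucocorticoids, rose by 0.81. Both stand among the RXRA targets of Table S6, with ALPI, which rose with rifampin by 4.42, from a CPM of 0.111 to 2.64. Of these targets 11 of 30 were higher with rifampin, 10 of 29 with rifabutin and 3 of 29 with rifapentine, with medians of 1.01, 1.13 and 0.19. Of them 1, 8 and 0 passed when adjusted over the list alone. With the donor block 17 were higher with rifampin and 20 with rifabutin. The list was drawn from these samples and is not independent evidence. KLF9 did not pass without replicate 1 (0.53).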

In a total of 34 *RXRα*’s rifamycin-RG targets, 5 were regulated by rifampin (14.7%), 12 by rifabutin (35.2%), 4 by rifapentine (11.7%), 10 by both rifampin and rifabutin (29.4%), and 3 (8.8%) by all rifamycins (Table S6). Induction of *NR3C1* TF was predicted based on it’s association with 55 targets in URA. In this analysis, 8 genes (14.5%) were regulated by rifampin, 24 (43.6%) by rifabutin, 7 (12.7%) by rifapentine, 7 (12.7%) by both rifampin and rifabutin, 7 (12.7%) by all rifamycins, and 1 (1.8%) by rifampin & rifapentine (Table S6). 

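TLR1, a receptor for bacterial lipopeptides, rose with rifampin by a log2 FC of 1.12, with rifabutin by 1.59 and with rifapentine by 0.67, among the NR3C1 targets of Table S6. TNFSF14, a cytokine of the TNF family, rose with rifapentine by 1.07, and SLC43A1, a carrier of branched amino acids, rose with rifabutin by 0.71. HERPUD1, which takes part in the removal of misfolded proteins, rose with rifabutin by 1.10. Of 43 targets tested, 5 were higher with rifampin, 16 with rifabutin and 6 with rifapentine, and 0 were lower by edgeR. Their medians were 0.60, 0.86 and 0.33, and adjusted over the list alone 0, 6 and 0 passed. The donor block gave 19, 30 and 10 higher genes. This list too was drawn from the same samples, so its counts are not independent evidence. TLR1 did not pass with rifapentine without replicate 1 (0.77), 2 (0.69) or 3 (0.55).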

*CYP2C8*, *3A4*, and *3A8* were key DMEs that metabolized a wider array of drugs that are controlled by multiple TFs, including, *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, and *NR3C1* (Table S6). In summary, URA results showed that *HNF4α*, *NR1I2*, *NR1I3*, *FOXA3*, *NR3C1*, and *RXRα* are key TFs controlling expression of key metabolic genes, including *CYP3A4*.

**Table 4:** Transcription factors (TFs) predicted to control the expression of target gens induced during rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) treatment in hepatocytes that further regulate drug metabolism networks were identified by upstream regulator analysis tool in IPA software.

TFs	*p* Value	Z Score	Status	*p* Value	Z Score	Status	*p* Value	Z Score	Status
FOXA3	1.21E−05	2.216	Activated	3.78E−06	1.678	–	6.87E−03	−	–
HNF4α	6.01E−04	2.242	Activated	5.42E−08	4.086	Activated	1.56E−02	0.963	–
NR1I2	2.35E−07	3.542	Activated	5.00E−10	2.471	Activated	5.33E−03	1.768	–
NR1I3	9.63E−12	3.678	Activated	1.88E−10	3.396	Activated	6.41E−04	2.39	Active
NR3C1	2.07E−05	1.982	–	8.21E−04	2.376	Activated	4.06E−03	0.348	–
RXRα	3.21E−08	1.451	–	4.53E−06	2.415	Activated	6.29E−03	–	–

## Discussion

Previous in vitro approaches to examine the DDI potential of rifamycins have either used real time polymerase chain reaction (RT-PCR) or microarray technologies to quantify changes in the gene expression of DMEs^16,20–24^. The results from these studies have provided some evidence on DME expression pattern in PHHs, and may differ from a highly sensitive NGS approach^25^. Moreover, existing evidence on rifabutin and rifapentine DDI potential is limited. We overcame several of these challenges with the use of (1) PHHs from healthy donors free of drug, tobacco, alcohol, and medicine usage (Table S1); (2) the use of NGS technology to precisely quantitate changes in gene expression; and (3) comparison of rifampin, rifabutin, and rifapentine on a similar platform using equimolar drug treatment concentrations (10 μM) to demonstrate comparative DME gene expression.

Deciphering transcriptome based metabolic responses to a drug in PHHs is an important “in vitro” strategy to identify potential DDIs. In transcriptomic responses, changes in DMEs and drug transporter patterns further influence metabolic pathways, interactive transcriptional networks, and upstream regulators, all of which provide significant information on potential drug interactions and molecular events underlying DME profiles and their associated DDIs. In our experiments, the initial quantitation of intracellular concentrations of rifampin, rifabutin, and rifapentine and their active desacetyl-metabolites in PHHs has demonstrated the relative metabolic rates of rifamycins in PHHs. We found that the metabolic rates followed a pattern of rifapentine > rifabutin ≥ rifampin, which formed an important basis for downstream transcriptomic studies.

Both rifapentine and 25-desacetyl-rifapentine have antimicrobial properties, which may contribute to its prolonged antimicrobial activity^26^, and its therapeutic effectiveness has been observed in recent clinical studies^27-29^. While rifamycins share a structure–activity relationship among themselves, there are some considerable differences observed in their antimicrobial and other pharmacologic properties: (1) rifabutin has enhanced antimicrobial activity against *Mycobacterium avium* and its potency was found to be similar to rifampin against *M. tuberculosis*^30^; (2) the half-life (t1/2) of rifabutin (32–67 h) > rifapentine (14–18 h) > rifampin (2–5 h) in the serum of treated TB patients^31,32^ with the relative protein binding ability of rifapentine (97.7%) > rifampin (≤ 88%) > rifabutin (85%)^33–35^; (3) maximal concentrations (C_max_) of rifamycins observed in the serum of rifamycin treated TB patients follow a rifapentine (≤ 30 mg/L, 600 mg single daily dose) ≥ rifampin (≤ 20 mg/L, 600 mg) > rifabutin (≤ 0.6 mg/L, 300 mg) pattern with the clinically used doses^32^ and (4) all rifamycins undergo deacetylation and form ‘deacetyl’ derivatives, but rifampin and rifapentine uniquely undergo hydrolysis and form ‘formyl’ derivatives, whereas rifabutin undergoes hydroxylation and forms ‘hydroxyl’ derivatives. A comparison of transcripts induced in response to each of the rifamycins in PHHs has not been identified to date. This study showed that 126 transcripts were integrally regulated by all rifamycins, and rifampin, rifabutin, and rifapentine contributed 1.53%, 4.47%, and 1.3% of total transcripts in PHHs, respectively (Fig. 2A). About 1.22%, 4.15%, and 0.99% of total transcripts were uniquely regulated in response to rifampin, rifabutin, and rifapentine responses in PHHs, respectively. Relatedly, several metabolic pathways were significantly induced by all rifamycins.

In drug metabolism, *CYP3A4* is a key common metabolic enzyme involved in clearance of > 80% of currently used therapeutics^36^. This is the first RNA sequence-based report showing the *CYP3A4* induction pattern among rifamycins as rifapentine < rifampin < rifabutin (Table 1). Previously, Dooley et al.^37^ showed that when midazolam was combined with rifapentine, midazolam had faster clearance rate as compared to midazolam combined with rifampin, potentially due to higher *CYP3A4* activity. In contrast, Li et al., showed that comparative induction of *CYP3A4* acvtivity among rifamycins was rifampin > rifapentine > rifabutin based on 6ß- hydroxylation of testosterone as an indirect measure of *CYP3A4* activity^21^. Later, Williamson et al. showed a different pattern of rifampin > rifabutin > rifapentine based on in vitro real-time PCR experiments. Our data are consistent with the report from Williamson et al.^23^, which showed that rifapentine was identified as the weakest *CYP3A4* inducer among rifamycins on an equimolar basis. Whether differences in the level of absorption of rifamycin antibiotics in the gut of TB infected persons contribute to the different *CYP3A4* induction pattern of rifamycin drugs in “in vivo” studies is unclear.

Consistent with earlier reports, metabolism of melatonin^38,39^ and bupropion^40^ were increased, along with acetone and nicotine metabolism, based on rifampin mediated DME expression (Table S3). We found rifapentine to be the weakest inducer of *CYP2C8*, *3A4*, *3A7*, and *UGT1A4* and *1A5* as compared to rifampin and rifabutin at similar concentrations (10 µM). A previous clinical study by Burman et al.^32^ showed that the use of a *CYP3A4* inhibitor enhanced the bioavailability of rifabutin, whereas the inhibitor could not boost rifampin and rifapentine bioavailability. Based on our study results, rifabutin was the highest inducer of CYP3A4 and is a major pathway involved in its clearance and thereby it’s inhibition may have increased it’s bioavailability.

Healthy volunteer studies of the antiretroviral drug raltegravir in combination with rifapentine, rifampin or rifabutin are consistent with our findings. Combination of raltegravir (400 mg twice daily) with rifapentine (600 mg once daily) showed an decrease in raltegravir’s AUC 0–12 h by 5% as compared to raltegravir alone^41^. In contrast, both rifampin (600 mg single daily dose) and rifabutin (300 mg single daily dose) reduced raltegravir AUC 0–12 h by 41% and 19% respectively^42,43^. However, regimens used to either treat or prevent TB often utilize multiple drugs in combination, such as rifampin or rifapentine in combination with isoniazid, making interpretation of possible drug-drug interactions difficult. More so, differences exist in the adminsitration of rifamycins between regimens, including various doses and dosing schedules. Collectively, these differences hinder the ability to directly compare regimens and their effects on DMEs.

Unlike rifampin and rifabutin, rifapentine may not influence a large number of metabolic pathways as it showed a higher specificity among rifamycins. Rifapentine is combined with isoniazid for treatment of LTBI and a one month regimen was shown non-inferior to nine months of isoniazid or four months of rifampin or three months of rifapentine and isoniazid therapy^44^. In the case of DME inducing ability, all rifamycins induced *UGT1A4*, *1A5*, and *SULT2A1*. In addition, rifampin and rifabutin combinedly induced *UGT1A1* and *1A3*, while rifampin induced *UGT2B4*, *2B17*, and *2B15*, which indicated their additional influence with potential drug metabolizing pathways as compared to rifapentine (Table S3).

The specific metabolic programs influenced by treatment of PHHs with rifamycins were evident through analysis of interactive transcriptional networks. In our analysis, we identified *NF-KB*, *NCOA*, *NR1I2*, *NR1I3* and *RXRα* TFs as key regulators of a complex network of DMEs and drug transporters. Additional evidence from URA showed the involvement of *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, *NR3C1* and *RXRα* TFs on regulation of CYPs and other key metabolic genes in PHHs. The role of *FOXA3* and *NR3C1* on controlling the expression of DMEs in PHHs has largely remains unexplored. Though this study has provided a strong evidence on the regulation of above TFs in controlling the expression of DMEs during rifamycin treatment, additional evidence supporting our data may strengthen these findings and fill in the important gaps in DDIs that arise with the use of rifamycins. Though this study has discussed consistency of rifamycin DDI pattern with clinical data on rifamycins and their interactions with raltegravir, additional supportive clinical data may be needed on rifamycin DDIs with various drugs used to treat co-morbidities in TB patients. Future studies may provide additional evidence to show clinical significance of effective therapies designed based on our study to treat co-morbidities in TB patients.

In conclusion, our data has provided evidence on relative changes in DMEs and drug transporter profiles altered in response to rifampin, rifabutin, and rifapentine treatment. Additionally, this study illustrated the lower interaction potential of rifapentine among rifamycins with concomitant medications such as antiretroviral and anticancer drugs. Finally, it confirms the involvement of *FOXA3*, *HNF4α*, *NR1I2*, *NR1I3*, *NR3C1* and *RXRα* TFs in regulation of DMEs including *CYP3A4*.

## Materials and methods

### Primary human hepatocytes (PHHs)

Human plateable induction-qualified PHHs isolated from three drug/tobacco/alcohol free healthy donors were purchased from Life technologies corporation (Chicago, IL) or Lonza (Chicago, IL) (additional details described in Table S1). Reagents required to culture PHHs were purchased from Life technologies corporation, Chicago, IL unless otherwise noted. Cells were thawed at 37 °C for one minute and were transferred into 50 mL of hepatocyte thawing medium (CAT# CM7500) and the tube was centrifuged at 100 g for 10 min. PHHs were seeded at 0.5 million cells per well density in a collagen coated (12–18 h) six well plate (CAT#A1142802). PHHs were then cultured in Williams E medium without phenol red (CAT#A1217601) supplemented with Hepatocyte thawing and plating supplements (CAT#CM3000) and incubated at 37 °C. Medium was replaced with Williams E medium without phenol red supplemented with Hepatocyte maintenance cocktail (CAT#CM4000) and were incubated for 48 h with daily changes of culture medium before drug treatments.

### Drugs, treatments and drug analysis

Rifampin and rifabutin were purchased from US Pharmaceuticals, Rockville, MD and rifapentine was a kind gift of Sanofi-Aventis, Paris, France. PHHs were treated with rifampin, rifabutin and rifapentine at 10 µM concentration for 72 h. with the corresponding untreated (negative) and 0.0025% methanol (vehicle) treated controls. We measured intracellular concentrations (ICC) of parent and des-acetyl-metabolites by liquid chromatography tandem mass spectroscopy (LC–MS/MS) as we have previously described^45–49^.

### RNA Isolation, NGS and differential gene expression analysis

Total RNA, was extracted from rifampin, rifabutin, rifapentine and vehicle treated and untreated PHHs using RNeasy fibrous tissue mini kit (Qiagen, Carol Stream, IL) according to the manufacturer’s protocol and as described previously^51,52^. To quantify copies of transcripts expressed in PHHs in response to rifampin, rifabutin and rifapentine, we performed NGS using the Illumina HiSeq 2500 sequencer available at the University of Nebraska Medical center (UNMC)’s genomics core facility at UNMC, Omaha, NE. Complimentary DNA (cDNA) libraries for rifamycin treated PHH samples were constructed using the TruSeq RNA Library Preparation Kit (Illumina, San Diego, CA). All samples were subjected to 50-cycle, single-read sequencing in the HiSeq2500 and were demultiplexed using Bcl2Fastq v2.17.1.14 (Illumina, San Diego, CA). Short cDNA fragment data were compiled in FASTQ format. Further analysis of FASTQ files were performed in strand NGS software (Agilent technologies, USA). Gene expression levels were calculated using fragments per kilobase of transcript per million mapped reads (FPKM) following normalization. RNA sequencing data files and processed transcript expression are available at NCBI GEO (Accession No# GSE139896). The data obtained from sequence analysis were of high quality (> 98.5% perfect index reads or PIR). More than 4 billion sequences were read in a total of 30 samples and with a minimum of 15 million sequence depth per sample (Figure S2). In case of differential gene expression study, the transcripts that were passed through p value significance (< 0.05) and FC (> 1.5) filters were considered as significant changes in gene expression from a total of > 40,000 transcripts expressed in PHHs.

### Pathway enrichment analysis

Pathway enrichment data analysis was performed using Ingenuity Pathway Analysis or IPA (Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-Analysis) according to the standard protocols as previously reported^50^. In this, we overlaid a list of rifamycin RGs on more than 500 cellular and metabolic pathways available in IPA to identify various hepatic and metabolic pathways regulated during rifampin, rifabutin and rifapentine treatments in PHHs as previously described^51^. UNMC has a license to IPA software and subscribers can use it to generate images of pathways and gene networks that can be published without any consent from Qiagen. IPA provided a list of regulated pathways based on the involvement of differentially expressed transcripts from a particular dataset. ‘Core analysis’ was performed on the list of significantly up and down regulated differentially expressed drug responsive genes (0.05p and 1.5 FC) to interpret biological pathways according to the standard protocol^51^. We set several parameters, including, ‘p value’ significance, ‘ratio’ of total number of genes involved in a pathway regulated by RRGs to a total number of genes known in a pathway and ‘z score’ that strongly predicts significantly regulated pathways. Pathways that were passed through the filters of < 0.01 *p* value significance, 0.1 ratio that constitutes to a minimum involvement of 10 percent of differentially expressed genes in a particular pathway to a total number of pathway specific genes and positive activation z score of 2.0 that strongly predict the influence on a pathway were considered as significantly regulated pathways.

### Transcriptional network and upstream regulator analysis (URA)

Transcriptional network and functional analyses were generated through the use of IPA (Qiagen Inc., (Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-Analysis) according to the standard protocols as previously reported^50^. In a IPA core analysis of rifampin, rifabutin and rifapentine RGs, we compared rifamycin RG data sets to find a link to each of the drug responsive network on the commonly shared genes. Genes unrelated to metabolic pathways were removed from our analysis. Metabolic networks containing DMEs, drug transporters and TFs were separately analyzed. TFs involved in regulation of transcriptional network operated genes were identified and their significance and targets were identified by URA. URA of transcripts was performed to identify significantly (*p* = 0.01) regulated TFs either in the list of rifamycin RGs or based on prediction. TFs with significant Z score value (> 2.0) were predicted as activated or inhibited pathways based on the prediction of IPA software.

### Statistical analysis

Statistically significant differences in rifampin, rifabutin and rifapentine ICC in PHHs was performed between two groups using a student t test in Prism sofware (Graph Pad Sofware Inc, La Jolla, USA). A difference with > 0.05 *p* value between the two groups was considered significant. Significance analyses in differential gene expression, pathway and upstream regulator analyses were described in their respective sections above.

## Supplementary information

Supplementary file1

# Supplementary material for: Hepatocytic transcriptional signatures predict comparative drug interaction potential of rifamycin antibiotics
**Source:** Sci Rep. 2020 Jul 28;10:12565. doi: 10.1038/s41598-020-69228-z
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Information**

**Hepatocytic transcriptional signatures predict comparative drug interaction potential of rifamycin antibiotics**

Shetty Ravi Dyavar^a^*, Timothy M. Mykris^a^, Lee C. Winchester^a^, Kimberly K. Scarsi^a^, Courtney V. Fletcher^a^, Anthony T. Podany^a^*

**Supplementary Figures**

**
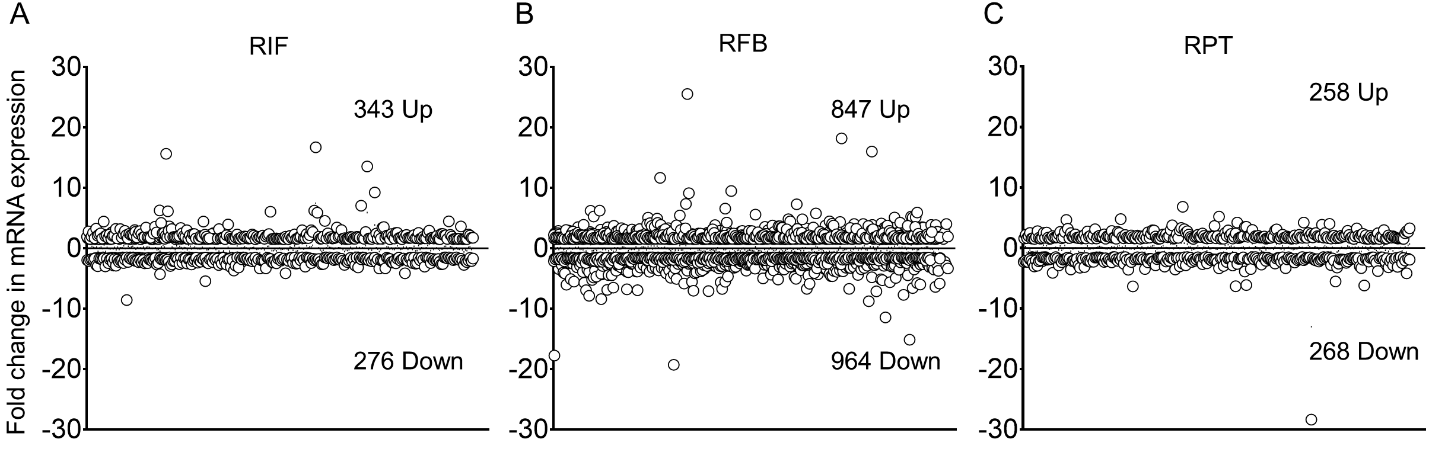
**

**Figure S1. Transcripts differentially expressed in PHHs with treatment of rifampin (RIF), rifabutin (RFB) and rifapentine (RPT).** Transcripts expressed in response to 2A) RIF, 2B) RFB and 2C) RPT treatment in PHHs are shown. Transcripts with a minimum 0.05 p value and 1.5 fold change or FC are considered significant and are shown.

**
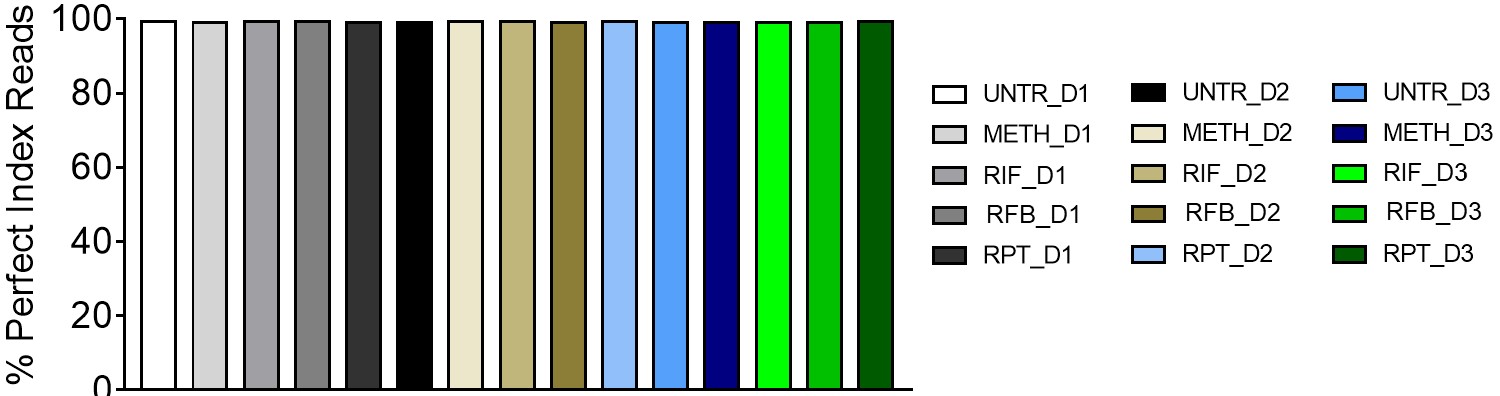
**

**Figure S2.** Qualitative analysis of RNA sequencing reads. Perfect Index Reads (PIR) of RNA sequences obtained by performing next generation sequencing (NGS) of mRNA extracted from rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) treated PHHs are shown.

**
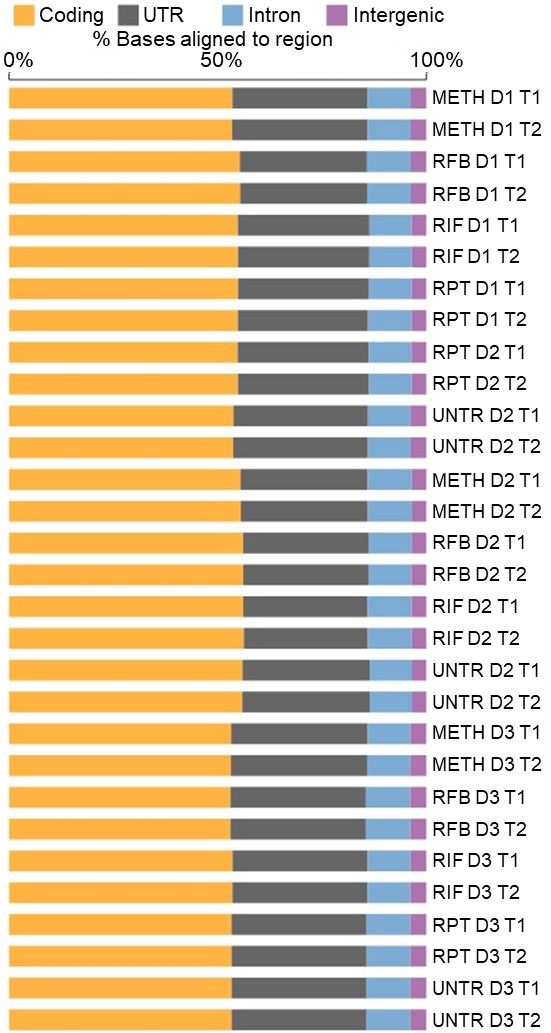
**

**Figure S3**. RNA sequences obtained by performing next generation sequencing (NGS) of mRNA extracted from rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) drug treated PHHs were aligned based on various regions of expressed transcripts sequenced with Illumina HiSeq2500 (Illumina Inc, USA). Percentage of coding (yellow), untranslated region or UTR associated (grey), intronic (blue) and intergenic (violet) bases in technical replicates of RIF, RFB and RPT samples are shown.

**
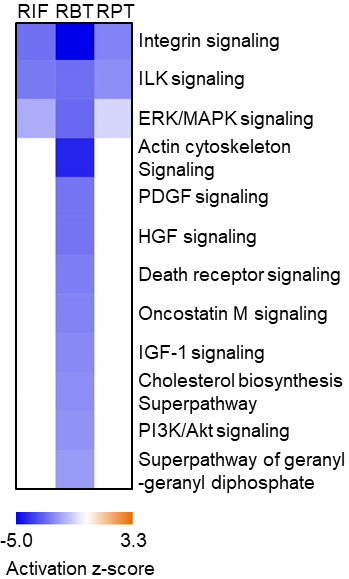
**

**Figure S4. Pathways inhibited by rifamycin antibiotics in PHHs.** Core analysis of a list of down regulated genes (0.05 p, 1.5 FC) in response to rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) treatments in PHHs was performed by ingenuity pathway analysis (IPA) software. Pathways significantly (<0.01 p, >0.1 ratio and >2.0 z score) regulated in response to RIF, RFB and RPT treatments in PHHs were identified by pathway enrichment analysis.

**Supplementary Tables and table legends**

Table S1. Demographic details of three healthy donors of hepatocytes.

Abbreviations: BMI, body mass index and HIV, human immunodeficiency virus.

Table S3. Pathways significantly (0.01p value, 0.1 ratio and 2.0 z score) up regulated by multiple rifamycin antibiotics in primary human hepatocytes:

| **Pathway** | **Pathway specific genes induced in response to the treatment** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **RIF** | **p-value** | **RFB** | **p-value** | **RPT** | **p-value** | **RIF & RFB** | **RIF, RFB & RPT** |
| Acetone degradation I | - | 1.26E-07 | CYP2C19 | 4.37E-06 | CYP2S1 | 2.14E-04 | CYP3A5, 2C9, 2A6, 2B6, 2C8 | CYP3A7, 3A4, 2C8 |
| Bupropion degradation | - | 3.16E-08 | CYP2C19 | 9.33E-07 | CYP2S1 | 1.02E-04 | CYP3A5, 2C9, 2A6, 2B6 | CYP3A7, 3A4, 2C8 |
| Estrogen biosynthesis | - | 1.23E-06 | CYP2C19, HSD17B14 | 6.31E-06 | CYP2S1,  HSD17B13 | 5.13E-05 | CYP3A5, 2C9, 2A6, 2B6 | CYP3A7, 3A4, 2C8 |
| Melatonin degradation  superpathway | UGT2B4,  2B17, B15, | 2.51E-14 | CYP2C19,  MAOB | 6.17E-08 | UGT1A7,  CYP2S1 | 4.57E-07 | CYP2A6, 2B6, 2C9, 3A5; UGT1A1, 1A3 | CYP2C8, 3A4, 3A7; UGT1A4, 1A5;SULT2A1 |
| Melatonin degradation-I | UGT2B4,  2B17, 2B15 | 7.94E-15 | CYP2C19 | 1.82E-07 | UGT1A7,  CYP2S1 | 2.57E-07 | CYP2A6, 2B6, 2C9, 3A5; UGT1A1, 1A3 | CYP2C8, 3A4, 3A7; UGT1A4, 1A5;SULT2A1 |
| Nicotine degradation-II | UGT2B4,  2B17, 2B15 | 2.00E-13 | CYP2C19 | 1.35E-06 | UGT1A7,  CYP2S1 | 3.72E-06 | CYP2A6, 2B6, 2C9, 3A5; UGT1A1, 1A3 | CYP2C8, 3A4, 3A7; UGT1A4, 1A5 |
| Nicotine degradation-III | UGT2B4,  2B17, 2B15 | 2.00E-14 | CYP2C19 | 2.45E-07 | UGT1A7,  CYP2S1 | 1.32E-06 | CYP2A6, 2B6, 2C9, 3A5; UGT1A1, 1A3 | CYP2C8, 3A4, 3A7; UGT1A4, 1A5 |
| Metabolic Pathways up regulated by both Rifampin and Rifabutin | | | | | | | | |
| Thyroid hormone metabolism-II | UGT2B4, 2B17, 2B15 | 5.37E-09 | - | 2.82E-03 | **-** | - | UGT1A1, 1A3, A4, 1A5;DIO1, SULT2A1 |  |

Table S4. Pathways significantly (0.01p value, 0.1 ratio and 2.0 z score) up regulated by rifampin and rifabutin in primary human hepatocytes:

| **Pathway** | **P value** | **Induced genes** |
| --- | --- | --- |
| Pathways up regulated by Rifampin: | | |
| Serotonin degradation | 1.00E-05 | UGT1A1, 1A3, 1A4, 2B4, 2B15, 2B17, DIO1, SULT2A1 |
| Pathways up regulated by Rifabutin: | | |
| Complement System | 1.29E-03 | C4A/C4B, MBL2, C1S, MASP1, C2, C5 |
| LXR/RXR Activation | 5.01E-05 | ABCG5 & 8, KNG1, APO B & E, SERPINF1, UGT1A3, PCYOX1, C4A/C4B, ORM1 & 2, CYP7A1, CD14, TLR3 |
| Bile Acid Biosynthesis Pathway | 4.17E-05 | AMACR, SLC27A5, CYP3A4, AKR1D1, CYP7A1 |
| Glycine betaine degradation | 2.19E-04 | SARDH, BHMT, DMGDH, PIPOX |
| Methionine Degradation | 1.29E-03 | CBS/CBSL, BHMT, MAT1A, MCEE, CDO1, CTH |

Major abbreviations of rifamycin drugs and enzyme classes: RIF, rifampin; RFB, rifabutin; RPT, rifapentine; CYP, cytochrome P450; UGT, UDP glucuronosyltransferase; MAOB, monoamine oxidase; HSD, Hydroxysteroid dehydrogenase; DIO1, Iodothyronine deiodinase 1 and SULT, sulfotransferase.

Table S5. Pathways significantly (0.01p value, 0.1 ratio and 2.0 z score) down regulated by rifabutin in primary human hepatocytes:

| **Pathway** | **P value** | **Induced genes** |
| --- | --- | --- |
| Integrin signaling | 1.0E-10 | RAC2, PFN1, ITGA10, BCAR1, RHOH, SHC1, ITGA3, CAV1, ITGAV, IRS2, ITGB4, VCL, ACTA1, ACTN1, VASP, CAPN6, PXN, ASAP1, ACTB, ITGA2, RALB, ITGA5, TSPAN2, PDGFB, CAPN8, WIPF1, RND3, TSPAN1, ZYX, PIK3CD, NEDD9, ITGA7, ACTG1 |
| Actin cytoskeleton signaling | 1.20E-06 | RAC2, PFN1, F2R, TRIO, IQGAP1, BCAR1, LIMK1, SHC1, ITGA3, EZR, IRS2, VCL, GNA13, ACTA1, ACTN1, IQGAP3, PXN, TIAM1, ACTB, RALB, ITGA2, ITGA5, PDGFB, TIAM2, PIK3CD, ACTG1, MSN |
| IGF-1 signaling | 4.79E-03 | SOCS1, PXN, YWHAG, CTGF, YWHAH, RALB, YWHAZ, SHC1, FOS, JUN, IGFBP3, IGF1R, PIK3CD, IRS2, IGFBP1, SFN, CYR61 |
| ILK signaling | 1.15E-05 | FLNB, PXN, ACTB, BMP2, SNAI1, FERMT2, VIM, HIF1A, CREB5, RHOH, FOS, JUN, RND3, FLNC, PIK3CD, IRS2, PPP2R2C, KRT18, ITGB4, VCL, ACTG1, ACTA1, ACTN1 |
| ERK/MAPK signaling | 3.72E-04 | ETS1, PPARG, RAC2, PPP1R14C, PXN, YWHAG, YWHAH, RALB, ITGA2, YWHAZ, ITGA5, CREB5, BCAR1, SHC1, ELF4, FOS, ITGA3, ETS2, DUSP4, PIK3CD, IRS2, PPP2R2C, HSPB1 |
| Regulation of cellular mechanics by calpain | 3.09E-06 | CAPN8, PXN, CAPN6, ITGA3, EZR, ITGA2, RALB, ITGA5, VCL, ACTN1 |
| PI3K/AKT signaling | 6.46E-06 | YWHAG, YWHAH, GDF15, ITGA2, RALB, YWHAZ, ITGA5, NOS3, SHC1, BCL2L1, ITGA3, CDKN1A, PPP2R2C, PIK3CD, SFN |
| HGF signaling | 1.00E-10 | ETS1, ELF4, FOS, PXN, ITGA3, JUN, MAP3K6, ETS2, CDKN1A, RALB, ITGA2, ITGA5, PIK3CD, IRS2 |
| Oncostatin M signaling | 1.07E-03 | MT2A, SHC1, EPAS1, RALB, OSMR, PLAU, MMP1 |
| PDGF signaling | 1.91E-03 | SHC1, FOS, JUN, ABL2, RALB, SPHK1, PDGFRA, CAV1, PIK3CD, IRS2, PDGFB |
| Geranylgeranyldiphosphate biosynthesis I | 3.09E-04 | MVD, FDPS, IDI1, HMGCS1 |
| Death receptor signaling | 2.24E-04 | TNFRSF21, ACTB, LMNA, ACTG1, TNFRSF10A, ARHGDIB, ACTA1, FASLG, LIMK1, HSPB1 |

Table S6. Transcription factors (TFs) predicted to control the expression of target gens induced during rifampin (RIF), rifabutin (RFB) and rifapentine (RPT) treatment in hepatocytes that further regulate drug metabolism networks were identified by upstream regulator analysis tool.

| **TFs** | **Rifampin**  **(RIF)** | **Rifabutin (RFB)** | **Rifapentine (RPT)** | **RIF & RFB** | **RFB**  **&**  **RPT** | **RIF & RPT** | **RIF, RFB & RPT** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **FOXA3** |  | ACADM,CYP2C19, PCK1 |  | CYP2C9, 3A5; FOXA1 | BHMT | AKR1B1 | CYP2C8, 3A4, 3A7 |
| **HNF4α** | ACTA2, ASPRV1, CACNA2D2, CHEK2, CHI3L1, EHD3, GPX2, NUAK1, PROM1, PTK7, RASL12, SPATA6, SPP1, UGT2B15, USP2 | A1CF, ABCC6 & G8; ACY3, ALDH5A1, 8A1; AMACR, ANG, ANKRA2, ANXA9, APOB & E, AQP9, ARG1, AS3MT, BACE1, BCKDHA, BET1, BST1, C11orf54, C2, CBS/CBSL, CD1D, CDK2AP2, CYP2C9, 7A1, 7B1, DNAJB9, EFNA1, EMC9, F7, FDXR, FUZ, GGCX, GLYAT, HAAO, HIST1H2BD, HSP90B1 & A5, HUNK, ING4, ITGAL, KBTBD7, KCNN2, KNG1, LINC00574, MAOB, MST1, MTHFS, NBR1, OAZ2, ORM1, ORM2, PAN2, PARD3B, PARP9, PCK1 & 2, PDCD4, PDK2, PLA2G12B, PPARA, PRR3, PSAT1, SAP30L, SAT2, SEC11C, SEC24D, SEL1L, SEM1, SERPINA3 & A4, SHBG, SLC17A2, 33A1, 43A1, SSR2, TAPBPL, TESK2, TTC38, VN1R1, YPEL3 | ARHGEF19,  CCNA2,  HIST1H2AD,  HMGB2,  KIF20A,  KRT7,  PPP1R3B & C; SAA1 & 2;  SEM1,  TUBB4A,  ZBTB37,  ZNF71 | ABCG5, BDH1, C1S, C4A/C4B, CCL16, COQ8A, CYP2B6, 2C9; FCAMR, FETUB, FOXA1, GADD45G, GPC6, MCEE, PRODH2, SERPINA5, UGT1A1, VSNL1 | CYP11A1,  HAO2, KCNC3, KLF15 |  | CCDC170, CYP2C8, 3A4, 3A7, 3A43, EPHX1, ETNPPL, F13B,  MBL2,  SLC38A4, SULT2A1 |
| **NR1I2**  **(PXR)** |  | ANG, CES3, CTH, CYP2C19, 4V2, 7A1, ENTPD5, PDIA4, PIPOX, PPARA |  | ABCB1, ALAS1, CYP2B6, 2C9, 3A5, UGT1A1 & 1A3 | BHMT |  | CYP2C8, 3A4, 3A7, UGT1A4, SULT2A1, |
| **NR1I3**  **(CAR)** | UGT2B17 | CYP2C19, 7A1, 7B1; PCK1, TMPRSS2 |  | ABCB1, ALAS1, CYP2B6, 2C9, 3A5, DIO1, UGT1A1, 1A3 | RARRES1 |  | CYP2C8, CYP3A4, CYP3A7, EPHX1,  SULT2A1, |
| **NR3C1** | EDN2, GLP2R, PDE4B, PDPN, PIGR, SCNN1A, SLC2A5, SPP1, | APOE, AS3MT, BCKDHA, BMF, BRCA1, CYP11A1, 2C19, 7A1; DNASE1L3, EFNA1, HERPUD1, IFIH1, IGFALS, IRF1, KLF9, LMO4, MAT1A, PCK1, PDCD4, PIGR, PPARA, SELE, SLC43A1, TSC22D3 | CD83,  CXCL10,  CYP11A1,  GHRHR,  GLP2R,  IP6K3,  TK1 | ARRB1, C4A/C4B, COQ8A, CYP2C9, CYP3A5, SERPINA6, TLR5 |  | CCL2, | APOL3, CYP2C8, 3A4, 3A7; TLR1, TNFSF4 & 14 |
| **RXRα** | ALPI,  MYL7,  NPPB,  SPP1,  STRA6 | ACADM, APOE, BRCA1, CYP7A1, KLF9, KNG1, MAOB, PCK1 & 2, PLIN1, PPARA, SLC27A5 | CCNA2,  CXCL10,  GHRHR,  TK1 | ABCB1, ABCB4, CDO1, CRYAA/  CRYAA2, GCK, CYP2B6,2C9, 3A5; FOXA1, SLC51B |  |  | CYP3A4,  EPHX1,  SULT2A1 |

How the deposited data were processed for this re-analysis (not part of the article)

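The deposited values are whole counts of reads per gene and library, made by the authors from reads demultiplexed with Bcl2Fastq and analysed in Strand NGS (version not given in the sources used here) on genome build hg19. Aligner settings, annotation and strand handling are not given in the sources used here. The authors deposited 1 table per comparison, each with 33293 entries, for 30 libraries of Illumina short reads. The paper's text gives normalized FPKM values, whereas the deposited values are counts, so the design written for normalized values was replaced by the test that counts need.

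Of the 33293 entries, 27 bore a date in place of a gene name and held 0.156% of all counts, and they were left out. A further 113 were left out to protect the donors. Of the 33153 kept, 24631 had a count in any library, 131 symbols had more than 1 entry, and 269 entries were named by symbol and Ensembl ID. Identical counts were found for 16 library columns that appear in more than 1 table. In the rifapentine table 2 columns, of 1 vehicle replicate, held the counts of another replicate, and the columns of the other tables were used in their place. Of 12 samples outside the vehicle group, 2 lay nearest the vehicle sample of another replicate. Of 15 pairs of different replicates within a condition, 1 had a chi-square per degree of freedom of 1.82 and the other 14 had 17.2 or more, which leaves 3 independent replicates in that condition in doubt. An n of 3 counts the replicates as labelled.

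Library totals ran from 3988902 to 5274513 counts. Technical replicates of a sample differed by no more than sampling noise (chi-square per degree of freedom 0.979 to 1.02), and counts were summed over the 2 technical replicates of each donor and condition. Genes were kept by edgeR's filterByExpr, scaled by TMM and tested with glmQLFit and glmQLFTest with robust estimates, 3 replicates against 3, in a fit per comparison. The biological coefficient of variation was 0.304 with rifampin, 0.286 with rifabutin and 0.245 with rifapentine. Drugs were compared with each other in 1 fit of the vehicle and drug groups. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A transcript passed at an unadjusted p under 0.05 and an FC above 1.5, the thresholds the paper states, and Benjamini-Hochberg adjustment was the alternative.

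By the labels the same 3 donors gave the cultures of every condition, and samples with the same number deviated together from their group means. Correlations of these deviations with those of the vehicle were 0.734 to 0.890 for untreated samples, 0.649 to 0.815 for rifampin, 0.251 to 0.701 for rifabutin and 0.157 to 0.592 for rifapentine. For different numbers the means were -0.395, -0.346, -0.262 and -0.190. The values at the claims are without a block, because the paper's methods name none. The fit with the donor as a block was run as an alternative. With shared donors the fit without a block counts the differences between donors as spread. The biological coefficient of variation with rifampin, rifabutin and rifapentine was 0.304, 0.286 and 0.245 without the block, against 0.124, 0.187 and 0.190 with it. A gene that did not pass without the block is therefore not shown to be unchanged.

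Gene lists, apart from that of early response genes, were written down before the data were examined. They came from general knowledge of liver biology, from gene family names and from the supplementary tables, whose lists the study chose on these samples. Each of these lists was tested by counts of members past the thresholds, by limma's fry and camera and by 10000 random lists matched on level. Tests on early response genes were written after the 33 transcripts lower with all 3 drugs were seen. The rule for genes named in the text was every gene the paper names for the claim, the 10 largest changes in each direction of a comparison that were alike in every donor, and for each list described up to 4 members with the smallest p, with any member the study names. Values of Table 1 had been read before the data were examined. Of its 87 genes 83 had an entry, and 3 names differ from the symbol of their gene ID.

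Each fit was first run on simulated counts drawn with the mean levels of the vehicle samples, the totals of the real samples and the spread of the fit, with 200 genes changed by known folds, of which those that passed the filter are counted here. In the rifampin comparison (13615 genes) 28.6% of genes changed 1.5-fold passed the thresholds, 89.6% of those changed 2-fold, 95.9% of those changed 4-fold and 100% of those changed 8-fold. In the rifabutin comparison (13520 genes) the shares were 42.9%, 83.0%, 98.0% and 100%. In the rifapentine comparison (13707 genes) they were 34.7%, 81.2%, 100% and 100%. Of unchanged genes, 3.47%, 3.39% and 2.83% passed. These draws took the cultures as unrelated, whereas by the labels the real ones share donors. The rates therefore do not describe these data directly, and draws with shared donors passed far fewer unchanged transcripts, as given below.

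All 3 drugs share the vehicle samples, so unchanged groups were simulated 20 times against those samples. Drawn as independent samples they gave means of 406, 405 and 404 passing transcripts per drug. Drawn as cultures of the same donors they gave 27.2, 25.9 and 26.0, and with the donor as a block 274, 266 and 272. With 3 vehicle samples the control was not split between the drugs, and untreated samples served as a second control.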

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

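Tests on the enzymes of Table 1 and all splits of the samples were chosen after the results were seen. Those on the unfolded protein response genes and on the 33 lower transcripts were written after these patterns were seen, but before the tests' own values were.

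Differences between drugs were singled out where the difference itself had an adjusted p under 0.05, or for Table 1 genes an unadjusted p under 0.01. This rule was set after values had been seen. AKR1B10, an NRF2 target that reduces aldehydes, was lower with rifabutin than with rifampin by -1.83 (log2). ALPI differed by -3.44 between rifabutin and rifampin and by -3.90 between rifapentine and rifampin, at low counts. UGT1A1 was lower with rifapentine than with rifampin by -1.42 and than with rifabutin by -1.46, and UGT1A5, which shares exons with it, by -3.15 and -2.49. DNAJB9 was higher with rifabutin than with rifampin by 1.21 and lower with rifapentine than with rifabutin by -1.24. DNAJB9 had an adjusted p under 0.05 in both, and the others were Table 1 genes. For the difference between rifapentine and rifabutin that p was 0.140 without the samples nearest another replicate and 0.572 or more with 1 replicate left out, and for that between rifabutin and rifampin 0.0564 and 0.448 or more. Without replicate 1 the AKR1B10 difference was -1.30 and its unadjusted p was over 0.05, and without replicate 2 the UGT1A1 difference from rifampin was -0.69.

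The enzymes of Table 1, which the study chose on these samples and mostly for rifabutin, tended to respond least to rifapentine. Their median difference between rifapentine and rifampin was -0.41 ± 0.12 (log2, SE of the mean over 72 genes). Of 51 cytochrome P450 and UGT genes taken by name alone, 35 were lowest with rifapentine, but many of the 51 stand in Table 1 too. The pattern in Table 1 stayed when the samples that lay nearest another replicate were left out. Without these samples 73.9% of 69 genes were lowest with rifapentine, against 69.6% with them. That fit kept every vehicle sample, so the donors of the groups no longer matched, and it cannot exclude mixed-up samples. With the vehicle columns deposited for rifapentine the share was 29.4%. Replicate 2 may account for the order of rifapentine and rifampin, as without it the share of genes lower with rifapentine was 48.5% and the share lowest with rifapentine 36.8%, but not for that of rifapentine and rifabutin, which was 75.4% or more whichever replicate was left out. Mature hepatocyte genes outside Table 1 moved alike, at a median of -0.45 ± 0.14 (SE of the mean over 26 genes), so a lower level of hepatocyte genes in the rifapentine cultures stays open. Both SEs are taken over genes of the same cultures and do not measure the spread between donors. The lower intracellular level of rifapentine that the paper reports (Fig. 1) is a biological explanation that was not tested.

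Genes of the unfolded protein and amino acid response were singled out as a signal outside the genes the paper's main text discusses, with 10 of 20 higher and 1 lower with rifabutin, of which 5 still passed without replicate 1. Their median difference from rifampin was 0.45 ± 0.08 (SE of the mean over genes, which does not measure the spread between donors). It was 0.36 without the samples nearest another replicate and 0.34 at the lowest with 1 replicate left out, which argues against both as the whole cause. In the more highly expressed genes of the list it was 0.39 and in the others 0.56, the direction that the rule set beforehand took as a sign of lower depth. The differences were scaled for depth, so lower depth with rifabutin need not give this direction. The rule also asked for totals apart by more than 1 SD, which was not met. Mean totals were 9276086 (SD 1177705) for rifampin and 8954294 (SD 947136) for rifabutin. The totals thus give no sign of an effect of depth, but do not exclude it. A response of hepatocytes to rifabutin itself stays open as a hypothesis.

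The 33 transcripts lower with all 3 drugs were singled out because the paper's main text discusses few of them, among them RHCG, which it names as lower with all 3, and Table S5 lists others such as FOS and IGFBP1. High levels in the vehicle cultures, which the 3 comparisons share, do not account for them. Their median in vehicle against untreated cultures was 0.0323 (SE of the mean over genes 0.0256), while their median fall with the drugs was 0.95. A wider fall of early response genes is a candidate explanation. Members of that class outside the 33 had medians of -0.27 with rifampin, -0.70 with rifabutin and -0.30 with rifapentine, below 10000 of 10000 random lists of like level with each drug. Random lists take no account of genes that move together, so this rank is no measure of significance. The test was written after the 33 were seen. Of 30, 29 and 29 members tested with rifampin, rifabutin and rifapentine, 1, 12 and 3 were lower past the thresholds. Whether the drugs or the handling of the cultures lowered them was not tested.

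Splits of the samples into 3 against 3 number 10, too few for a share under 0.05. Of these 10 splits, the real one included, 7 gave at least as many passing transcripts as the real split for rifampin (146, highest other 1827), 2 for rifabutin (876, highest other 2434), 3 for rifapentine (188, highest other 1168) and 10 for vehicle against untreated (8, highest other 2177). Splits that call several times more point to a structure of the samples, the difference between donors, since they put both samples of a donor on 1 side for all donors but 1. Among splits that part every donor's pair, the highest other counts were 38, 64, 84 and 15.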

How the results depend on the processing

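Thresholds, the donor block, replicates left out, technical replicates entered separately, the groups in the fit and the unit of counting were set before the data were examined, while DESeq2, RLE factors, no filter, other controls, samples nearest another replicate and the rifapentine table's vehicle columns as deposited were added after seeing the data, as were the replicate block and replicates left out for overlaps, correlations and lists. The counts given for rifampin, rifabutin, rifapentine and vehicle were 0, 0, 0 and 0 at an adjusted p under 0.05 from edgeR, where 296, 1526, 431 and 12 had an unadjusted p under 0.05 and DESeq2 gave 14, 140, 8 and 0 at an adjusted p under 0.05. They were 48, 250, 47 and 0 at p under 0.01, 66, 342, 62 and 0 at an FC above 2, 516, 1414, 247 and 76 with the replicate block, and 248, 1394 and 314 for the drugs with technical replicates as separate samples. With all 5 groups in 1 fit and the block they were 361, 1803, 391 and 35, and without the block 21 for vehicle. With no filter they were 237 for rifampin, 334 for rifapentine and 58 for vehicle, without the samples nearest another replicate 382 for rifabutin and 87 for rifapentine, with the deposited vehicle columns 867 for rifapentine, and by DESeq2 2 for vehicle. With 1 replicate left out they ran from 85 to 232, 230 to 1405, 155 to 326 and 1 to 20. Transcripts shared by all 3 drugs, by rifampin and rifabutin, by rifabutin and rifapentine and by rifampin and rifapentine were 0, 0, 0 and 0 at an adjusted p under 0.05 from edgeR (2, 8, 4 and 2 from DESeq2, and 53, 96, 79 and 66 at an unadjusted p under 0.05), 11, 23, 16 and 19 at p under 0.01, 14, 41, 26 and 18 at an FC above 2, and 92, 333, 124 and 113 with the block. Without the samples nearest another replicate they were 26 for all 3, 33 for rifabutin and rifapentine and 39 for rifampin and rifapentine, and with the deposited vehicle columns 243 for rifabutin and rifapentine. With 1 replicate left out they ran from 10 to 72, 31 to 153, 23 to 144 and 20 to 85. The correlation of rifampin and rifabutin was 0.862 over transcripts past the thresholds, 0.636 with untreated cultures as control of rifabutin and 0.620 to 0.801 with 1 replicate left out. That of rifabutin and rifapentine was 0.740 with the deposited vehicle columns and 0.225 to 0.761 with 1 replicate left out, and that of rifampin and rifapentine 0.337 to 0.795. PXR and CAR targets past the thresholds were 0 with each drug at an adjusted p under 0.05 from edgeR, where DESeq2 gave 2, 9 and 0 and 12, 9 and 4 passed at an unadjusted p under 0.05, and 16 with the block for rifabutin, 1 for rifapentine without the samples nearest another replicate, and 4 to 11 for rifampin and 0 to 3 for rifapentine with 1 replicate left out. The share of Table 1 enzymes lowest with rifapentine was 29.4% with the deposited vehicle columns and 36.8% to 71.0% with 1 replicate left out. Stricter thresholds lower counts by construction, and for the other settings, replicates left out included, the cause was not tested. A further 122 values of these results stayed within 1.5 times (counts) or 1 SD (correlations and shares), as did 587 values of the other gene lists, where 304 moved further. No correlation changed sign, but with the block the medians of some lists near 0 did, among them acute phase and complement genes with rifapentine (-0.09 to 0.15). Among genes named at the claims, CYP2E1, ALDH1L1 and ASNS with rifabutin and AMACR with rifapentine passed without the block and not with it, ABCC11 and CYP3A7 passed with all 3 drugs with it alone, and so did UGT1A3 and CYP3A5 with rifampin and rifabutin, CYP2A6, UGT2B4, AKR1B1, KRT19, MT2A, MUC13, TGM2, TNFSF14, EGR1, APOL3, SLC38A4 and SLC6A12 with rifampin, ABCB1, ABCB4, ALAS1, CYP1A1 and CYP2B6 with rifabutin, APOL3, BHMT and CYP3A43 with rifapentine and CYP1A1 with vehicle. The change of pseudocount was not run because the values are counts. Simulated changes of 1.5-fold, which lie at the FC threshold itself, passed in 28.6% to 42.9% of genes without the block and 46.0% to 57.1% with it, so a transcript below the thresholds is not shown to be unchanged. The draws without the block took the cultures as unrelated.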

Differences from the paper's values

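The counts below use the paper's stated thresholds, and alternatives described as set beforehand are those set before the data were examined. A value is within range of the paper's when it is within 1.5 times of it, or for an FC within 1 SD of the replicates. The paper reports 619 transcripts past them with rifampin, against 146 here, and the pre-set replicate block (516) was within range while the other pre-set alternatives were not. For rifabutin the paper reports 1811 against 876 here, and the pre-set alternatives without an FC threshold (1526), with the block (1414), with technical replicates as separate samples (1394) and without replicate 2 (1405) were within range while the others were not. An alternative chosen after seeing the values, all 5 groups in 1 fit with the block, gave 1803 and drops 13 of the 61 tested Table 1 values. For rifapentine the paper reports 526 against 188 here, and the pre-set alternative without an FC threshold (431) was within range while the others were not, and the fit of all 5 groups with the block, chosen after seeing the values, gave 391 and drops 5 of 16.

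The paper reports 126 transcripts shared by all 3 drugs, against 53 here, 368 by rifampin and rifabutin, against 96, 209 by rifabutin and rifapentine, against 79, and 168 by rifampin and rifapentine, against 66. No pre-set alternative came within range of these. Alternatives chosen after seeing the values did, namely the block for all 3 (92), for rifampin and rifabutin (333) and for rifampin and rifapentine (113), and for rifabutin and rifapentine the fit without replicate 2 (144) and the deposited vehicle columns (243). The block drops 1 of 26, 17 of 61 and 6 of 16 tested Table 1 values with rifampin, rifabutin and rifapentine, the fit without replicate 2 drops 18 with rifabutin and 12 with rifapentine, and the deposited vehicle columns drop 5 with rifapentine. The paper states a minimum depth of 15 M reads per sample, against a lowest total here of 3988902 counts per library, or 8.01 M per culture when its 2 libraries are summed, which counts only reads assigned to genes, and no alternative applies.

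In Table 1 the paper gives an FC of 2.0 for ALDH1A2 with rifapentine, against 1.15 here, and only the pre-set fit without replicate 2 (1.58) was within range. For ALDH1L1 it gives 4.7 with rifabutin and 3.1 with rifapentine, against 1.99 and 1.09, and no pre-set alternative was within range. ALDH3A1 with rifabutin is 1.7 in the paper and -1.32 (a fall) here, and LRAT with rifabutin 1.9 in the paper and 1.11 here, with no pre-set alternative within range. CYP3A5 with rifabutin is 3.7 in the paper and 2.20 here, and CYP3A7 7.3 in the paper and 3.46 here, and for both only the pre-set fit without replicate 2 was within range.

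Of the 30, 69 and 26 values of Table 1, 26, 61 and 16 could be tested. Over these the direction was as the paper gives it for 26 of 26 with rifampin, 60 of 61 with rifabutin and 16 of 16 with rifapentine, with correlations of log2 FC of 0.964, 0.948 and 0.744. Past both thresholds were 13, 25 and 7. Of the Table 1 genes that passed with each drug, 13, 25 and 8, only 6, 11 and 0 still did without replicate 1. Under pre-set alternatives further values passed, with rifampin 12 under the block, 5 with technical replicates as separate samples, 2 without replicate 2, 1 without replicate 1 and 1 with all 5 groups in 1 fit, with rifabutin 25 without replicate 2, 20 under the block, 18 with technical replicates, 3 without replicate 3 and 1 with all 5 groups, and with rifapentine 3 under the block, 2 with technical replicates, 2 without replicate 2 and 1 without replicate 1. Under alternatives chosen after seeing the values, further values passed with all 5 groups and the block (6, 24 and 5), by DESeq2 (2, 6 and 1), with no filter (1 with rifampin and 1 with rifapentine), with untreated cultures as control (1 with rifabutin and 1 with rifapentine), without the samples nearest another replicate (1 with rifabutin) and with the deposited vehicle columns (4 with rifapentine). GSTM2 with rifampin, ALDH3A1, PHEX, ACSL6 and LRAT with rifabutin and UGT1A4 with rifapentine passed under no setting. The paper counts CYP3A7 and CYP3A43 as integral to all 3 responses, where CYP3A7 passed with none here and CYP3A43 with rifampin and rifabutin, and both passed with all 3 under the block and with all 5 groups and the block, CYP3A43 also without replicate 2 and with untreated cultures as control. UGT1A4 and UGT1A5 are stated to be induced by all 3 drugs, where UGT1A4 had a log2 FC of 0.54 with rifapentine and UGT1A5 was tested with rifampin only, passing with rifampin and rifabutin in the fits of all 5 groups and with no filter. SLC6A12, SLC38A4, APOL3 and ABCC11 are stated to be induced by all 3. Here SLC6A12 and SLC38A4 passed with rifabutin and rifapentine, APOL3 with rifabutin and ABCC11 with none, and each passed with all 3 under the block. SLC6A12 also passed with all 3 in the fit of all 5 groups with the block, SLC38A4 with technical replicates as separate samples and without replicate 2, and APOL3 without replicate 2.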

Other observations

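Tests on early response genes were written after the 33 shared transcripts were seen and before the values of the other members were, and the genes named from them were chosen after their values were seen.

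Rifabutin raised a set of chaperones and enzymes of the endoplasmic reticulum and of serine synthesis, which the paper's main text does not discuss, although Table S6 lists DNAJB9, HERPUD1, PSAT1 and SEL1L as targets of regulators. DNAJB9, which helps fold secreted proteins, rose by a log2 FC of 1.41 (95% interval 1.00 to 1.82), PHGDH, the first enzyme of serine synthesis, by 1.54, HERPUD1, which helps degrade misfolded proteins, by 1.10 and the chaperone HYOU1 by 0.78, each higher in 3 of 3 replicates. Of 20 genes of this response 10 were higher and 1 was lower with rifabutin, and 7 and 1 when adjusted over the list alone. Of these 11, 5 still passed without replicate 1, 9 without replicate 2 and 7 without replicate 3. Limma's fry gave an adjusted p of 0.126 for the list with rifabutin. With rifampin 2 were lower, ATF3 at -1.14 and TRIB3 at -0.73, and ATF3 was also the lower member with rifabutin at -0.97 and with rifapentine at -0.96. The medians were 0.62 with rifabutin, 0.14 with rifampin and 0.04 with rifapentine. DNAJB9 was higher with rifabutin than with rifampin by 1.21 (adjusted p = 0.0350 from edgeR), and over the alternatives that difference was 1.00 to 1.31 and its adjusted p 0.00159 to 1.00.

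Genes of early response outside the 33 shared transcripts also fell, 1 with rifampin, 12 with rifabutin and 3 with rifapentine. ZFP36, which destabilizes cytokine transcripts, fell by 0.92 with rifampin and by 0.95 with rifabutin, and SPRY4, an inhibitor of growth factor signaling, fell by 1.75 with rifabutin. With rifapentine the transcription factors JUN, EGR1 and NR4A2 fell by 0.68, 1.36 and 1.03. Of 17 NRF2 targets 3 were lower with rifabutin, among them AKR1B10 at -1.74 and the heme oxygenase HMOX1 at -1.01. CCL20, a chemokine, fell by 1.01 with rifampin and by 2.22 with rifabutin.

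Mature hepatocyte genes, 26 in number, had medians of 0.15, 0.55 and -0.25 with rifampin, rifabutin and rifapentine. Macrophage markers, 5 with rifampin and 4 with the other drugs, had medians of -0.48, -1.26 and -0.47, with CD163 at -1.14 with rifabutin and C1QB at -1.69 with rifapentine past the thresholds. Methanol against untreated cultures gave 8 transcripts, among them PRKCQ-AS1 at 0.99, SERPINE3 at 0.87 and MESP1 at 0.85, and 0 of the 8 passed when any 1 replicate was left out.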
